# Divergent Mechanisms Controlling Hypoxic Sensitivity and Lifespan by the DAF-2/Insulin/IGF-Receptor Pathway

**DOI:** 10.1371/journal.pone.0007937

**Published:** 2009-11-20

**Authors:** Meghann E. Mabon, Barbara A. Scott, C. Michael Crowder

## Abstract

Organisms and their cells vary greatly in their tolerance of low oxygen environments (hypoxia). A delineation of the determinants of hypoxia tolerance is incomplete, despite intense interest for its implications in diseases such as stroke and myocardial infarction. The insulin/IGF-1 receptor (IGFR) signaling pathway controls survival of *Caenorhabditis elegans* from a variety of stressors including aging, hyperthermia, and hypoxia. *daf-2* encodes a *C. elegans* IGFR homolog whose primary signaling pathway modulates the activity of the FOXO transcription factor DAF-16. DAF-16 regulates the transcription of a large number of genes, some of which have been shown to control aging. To identify genes that selectively regulate hypoxic sensitivity, we compared the whole-organismal transcriptomes of three *daf-2* reduction-of-function alleles, all of which are hypoxia resistant, thermotolerant, and long lived, but differ in their rank of severities for these phenotypes. The transcript levels of 172 genes were increased in the most hypoxia resistant *daf-2* allele, *e1370*, relative to the other alleles whereas transcripts from only 10 genes were decreased in abundance. RNAi knockdown of 6 of the 10 genes produced a significant increase in organismal survival after hypoxic exposure as would be expected if down regulation of these genes by the *e1370* mutation was responsible for hypoxia resistance. However, RNAi knockdown of these genes did not prolong lifespan. These genes definitively separate the mechanisms of hypoxic sensitivity and lifespan and identify biological strategies to survive hypoxic injury.

## Introduction

Low ambient oxygen concentrations can induce cell death. However, cells vary greatly in the level and duration of hypoxia that is required to produce their death. Even within the same organism hypoxic sensitivity can range widely. In humans, neurons and cardiac myocytes are exquisitely hypoxia sensitive, which can lead to stroke and myocardial infarction. Thus, identification of the determinants of hypoxic sensitivity has both biological and medical significance.

We have previously shown that reduction-of-function mutations in the *daf-2* gene confer powerful protection from hypoxic injury in the nematode *Caenorhabditis elegans* [1]. *daf-2* encodes an insulin/IGF-receptor homolog that signals through a conserved PI-3 kinase signaling cascade to regulate negatively the activity of a FOXO transcription factor, DAF-16 [2], [3]. *daf-2* reduction-of-function mutants are not only hypoxia resistant but are also thermotolerant, long lived, and have a propensity to form dauer larvae, which are capable of long periods of hibernation in response to environmental stress [4]. Because of the very interesting biological processes controlled by the *daf-2 – daf-16* pathway, considerable effort has been made to identify the downstream targets of the pathway [5], [6], [7], [8], [9], [10], [11], [12]. The various methods used in these studies along with the different phenotypes screened for produced only modestly overlapping gene sets. Thus, DAF-16 appears directly or indirectly to control the expression of a large number of diverse genes that often influence only a specific *daf-2* phenotype.

Multiple *daf-2* alleles have been isolated, primarily in screens for mutants that constitutively form dauers. Gems et al. measured phenotypes for sixteen *daf-2* alleles and found lack of concordance for the severity of the different phenotypes in several cases [13]. For example, *daf-2(e1370)* is moderately long lived and dauer constitutive but was the most thermotolerant of all alleles tested. On the other hand, *daf-2(e1368)* was considerably less thermotolerant and dauer constitutive than *e1370* but was found to have a median lifespan about 50% longer than *e1370*. We measured the hypoxic sensitivity of thirteen *daf-2* alleles and found a wide range of sensitivities [1]. For example, *e1370* was the most hypoxia resistant *daf-2* allele tested while *e1368* was very weakly resistant. The mechanism underlying this divergence of phenotypic severities among alleles is obscure.

In the current study utilizing cDNA microarrays and double stranded RNA-mediated interference (RNAi) of the expression of candidate genes, we take advantage of the *daf-2* allelic variations to identify genes regulated by *daf-2* that selectively alter hypoxic sensitivity without affecting lifespan. The identity of these genes implicates novel pathways for the selective regulation of hypoxic sensitivity.

## Results

### *daf-2* Alleles Reveal Divergent Outputs for Hypoxic Survival and Lifespan

We chose three *daf-2* alleles for our study *e1370, m596*, and *e1368*. We previously reported that after recovery from 20 hours of hypoxic incubation, whole organism survival for these alleles was 96%, 53%, and 23%, respectively, compared to 4% for the wild type strain N2 [1]. Gems et al. scored the dauer constitutive, thermotolerance, and long lifespan phenotypes of these alleles [13]. However, the severities of *daf-2* phenotypes have varied considerably among labs, particularly for lifespan. Thus, we scored the lifespan, thermotolerance, dauer constitutive, and hypoxia resistant phenotypes of all three *daf-2* alleles contemporaneously to confirm their phenotypic divergence. We again found that *e1370* was strongly hypoxia resistant, *m596* moderately resistant, and *e1368* weakly so (Figure 1A). The order of severities for the alleles was quite similar for thermotolerance (Figure 1B). However, for lifespan *m596* was the strongest allele having a mean lifespan of 31.3 days compared to 22.5 days for *e1370* and 18.8 for *e1368* (Figure 1C and Table 1). For the dauer constitutive phenotype, *m596* was the most severe allele; *e1370* was a close second while *e1368* was a much weaker allele (Figure 1D,E,F). The results are generally consistent with those previously reported by Gems et al. [13]. These authors reported that *e1370* was most thermotolerant, followed closely by *m596*, and more distantly by *e1368*. At a culture temperature of 22.5°C, *m596* had the longest lifespan followed by *e1368* and then *e1370*. For the dauer constitutive phenotype, the order of severity was as we found: *m596*>*e1370*>*e1368*.

**Figure 1:**
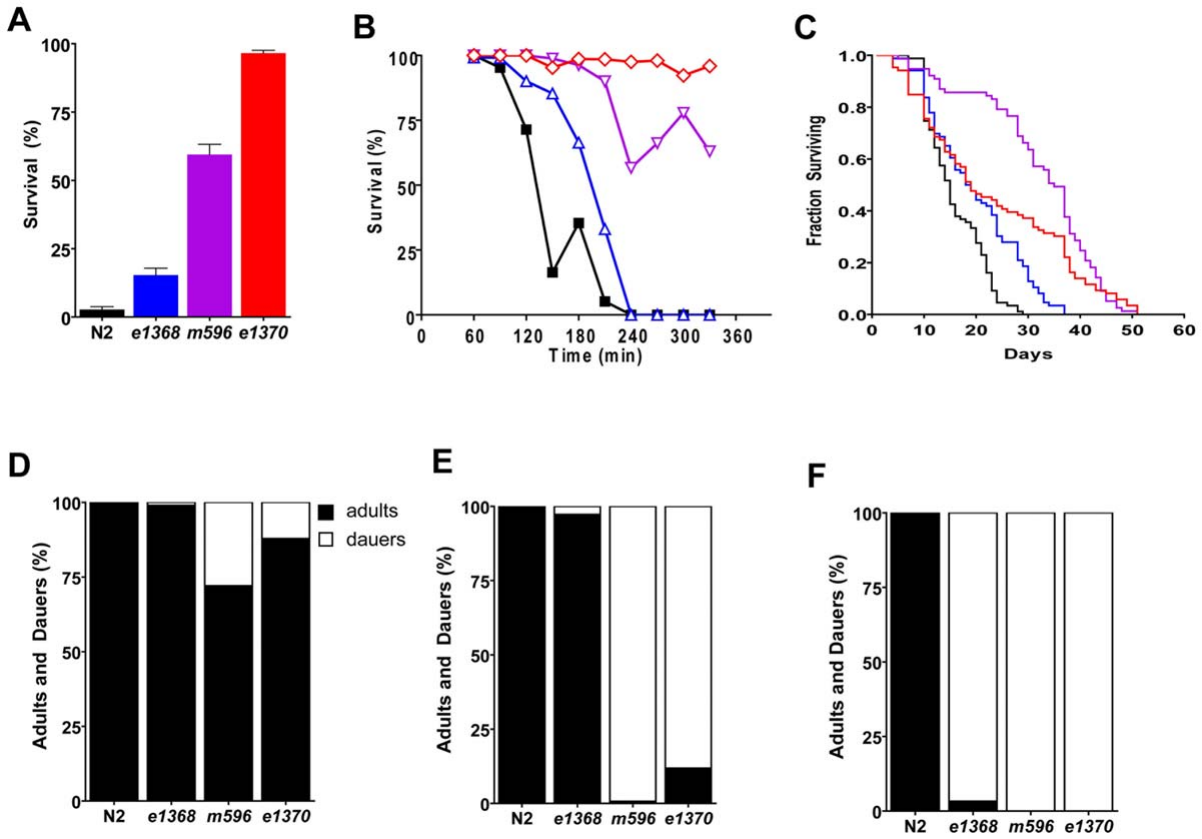
*daf-2* allelic series for hypoxia resistance does not correlate with all *daf-2* phenotypes. (A) Survival following recovery from 20 hour hypoxia insult (plotted data are mean±SD of at least four independent experiments). (B) Wild-type (N2) and *daf-2* mutants were assayed for thermotolerance (mean of three trials is plotted); *e1370* (red line), *m596* (purple line), *e1368* (blue line) and N2 (black line). (C) Lifespans of N2 and three *daf-2* alleles. Each survival curve was generated from a minimum of 77 animals. Animals that bagged or crawled from the plate were censored. (D, E, F) Dauer arrest was measured at 20° (C), 23° (D), and 25° in N2 and *daf-2* mutants. Black bars represent adults and white bars represent dauers. All strains were statistically different from one another for hypoxic survival, thermotolerance, and dauer formation (except N2 and *e1368* in D,E and *m596* and *e1370* in F), p<0.01 (two-tailed t-test for A, linear regression for B, Mantel-Cox Log-rank test for C, Fisher's exact χ^2^ for D, E, and F.

**Table 1:** Lifespan analysis of *daf-2* strains.

Strain	Mean (d)	Maximum (d)	n
N2	14.9	29	87
*Daf-2(e1368)*	18.8*	37*	86
*Daf-2(m596)*	31.3*	51*	77
*Daf-2(e1370)*	22.5* †	51*	86

Day 1 begins at first day of adulthood.

* p<0.01 vs N2;

† - p<0.01 vs e1368 and m596.

### Transcriptional Profiling of *daf-2* Alleles

The transcriptional output of the *daf-2 - daf-16* pathway and the distinct *daf-2* allelic series for hypoxia versus lifespan and dauer formation offer a means to identify genes in the *daf-2 - daf-16* pathway that specifically regulate hypoxia. 

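Total RNA of L4 larvae carrying daf-2(e1370), daf-2(m596) or daf-2(e1368), 3 reduction-of-function alleles of the insulin/IGF receptor gene, was labeled with Cy3 or Cy5 and hybridized to 9 long-oligonucleotide arrays. The larvae were grown at 20°C. Each array held 2 of the 18 samples, so that each allele had 6 samples and each pair of alleles had 3 arrays. The methods describe 3 independent RNA isolations per allele, each with a dye swap. The sample labels give 6 numbered samples per allele, and which of them share an isolation is not given in the sources used here, so the p-values measure the spread between these arrays, which may be partly technical. By the labels, m596 was in Cy3 on all 6 of its arrays, and e1368 was in Cy3 against e1370 and in Cy5 against m596. The e1370 samples were in Cy5, except that both samples of e1370/m596 array 1 are labeled Cy3. e1370 was taken to be in Cy5 there too. No pair of alleles was measured in both dye orientations under these labels, so a dye effect of a gene's own adds to every ratio of e1370 over m596. The deposited scanner files give a foreground intensity, a local background intensity and a flag for each channel of 23232 spots, of which 742 are controls, before any normalization. The background was corrected with normexp (offset 50), the log2 Cy5/Cy3 ratios were normalized by loess within each array, and a probe was tested if it was unflagged on at least 3 arrays. This left 10570 of 22490 probes, for 9311 genes. The 3 alleles were fitted together in limma, which measures each pair on its own 3 arrays and through the remaining allele on the other 6, with p-values adjusted by Benjamini-Hochberg. For a gene with several probes, the value is that of its brightest probe. Between 6071 and 12053 probes per array were unflagged (median 7412). Of all probes, 28.8% to 54.2% exceeded the local background by 2 SD in Cy5 and 16.0% to 38.9% in Cy3. The number of arrays limits the precision, and the median standard error of a log2 ratio of e1370 over m596 was 0.27. The log2 ratios of 3 arrays, e1370/m596 array 3, e1370/e1368 array 3 and e1368/m596 array 2, correlated at 0.850 to 0.912 although their allele pairs differ. These 3 may not be independent, which the p-values and numbers of arrays do not take into account. The log2 ratios of e1370/m596 arrays 1 and 2, which have one orientation as used here, correlated at -0.398 across 6676 probes, which are not independent replicates. With e1370/e1368 arrays 1 and 2, e1370/m596 array 1 correlated at 0.736 and 0.423 and array 2 at -0.312 and -0.283. With array 3 of the e1370/m596 and e1370/e1368 pairs, array 1 was at -0.138 and -0.121 and array 2 at 0.064 and 0.039. With e1368/m596 arrays 1 and 3, array 1 was at 0.102 and 0.519 and array 2 at -0.436 and -0.470. Array 2 is thus more at odds with the other arrays than array 1, but the direction of neither is settled. Values with array 1 turned, whose dye label is in doubt, are given beside the main counts and for a part of the genes. Turning array 2 raised the number of probes called, and only its counts are given.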

We hybridized whole genome oligonucleotide microarrays with cDNA derived from *e1370, m596*, or *e1368* L4 stage larval animals grown under normal conditions. Comparisons of the transcriptome across alleles revealed 182 genes that were statistically different (p<0.01) between *e1370* and *m596* and/or *e1368* (Figure 2A); Raw data have been deposited in the NCBI Gene Expression Omnibus database (http://www.ncbi.nlm.nih.gov/geo/), accession number GSE18601. 

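Of 10570 probes, 9 differed between e1370 and m596 at an adjusted p under 0.05 from limma, 8 of them lower and 1 higher in e1370. Of the 8 that fell, 4 are genes of Table 2. The others were pghm-1, which encodes an enzyme of neuropeptide amidation, with a log2 ratio of -3.45 ± 0.51 (standard error, n = 9 arrays, adjusted p = 0.042), W01A8.6 at -3.81 ± 0.57 (adjusted p = 0.042), F53H1.3 at -5.94 ± 0.69 (adjusted p = 0.037) and 1 of 2 probes of the choline transporter-like gene chtl-1 at -4.01 ± 0.52 (adjusted p = 0.040). Its other probe was at -0.83 ± 0.24. The probe that rose was spig-10 (C33G8.4), at 2.40 ± 0.33 (n = 9 arrays, adjusted p = 0.040). Of the genes that a rule fixed beforehand names for their increase over m596, these did not pass: rad-50, a gene of double-strand break repair, at 0.89 ± 0.16 (adjusted p = 0.11), the cohesin-associated gene evl-14 at 2.3 ± 0.54 (adjusted p = 0.27) and dgat-2, an acyltransferase of triglyceride synthesis, at 0.96 ± 0.22 (adjusted p = 0.27). Between e1370 and e1368 limma called 0 probes, with 908 at an unadjusted p under 0.05. Between e1368 and m596 it called 0, with 435 at that level, a smaller share of the probes than chance alone gives. At an unadjusted p under 0.01 against m596 or e1368, 361 probes differed, 159 higher and 202 lower in e1370. Turning e1370/m596 array 1 put F53H1.3 at -3.52, pghm-1 at -2.15, W01A8.6 at -1.94, spig-10 at 1.6, rad-50 at 0.61, evl-14 at 1.91 and dgat-2 at 0.44 over m596. A dye term put F53H1.3 at -0.08 ± 0.79, pghm-1 at 0.48 ± 0.90, W01A8.6 at -0.01 ± 1.24, the called probe of chtl-1 at 0.17 ± 0.79 and spig-10 at -0.23 ± 0.53. The turn left 0 probes past the test for e1370 against m596 and 66 had an unadjusted p under 0.01 against either allele. With a dye term in the model, 0 passed and 33 had such a p. Without e1370/m596 array 2, 207 passed against m596, without array 3 of that pair 5, and without any 1 of the other 7 arrays 0. Turning e1370/m596 array 2, a setting added after the values were seen, gave 328. Without the 3 arrays that resemble each other, also a later setting, none passed against m596.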

172 genes were up-regulated in *e1370* compared to *m596* and/or *e1368* (Table S1), and 10 were relatively down-regulated in *e1370* (Table 2, Figure 2B). 

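Of the 172 genes of Table S1, 147 were measured, and 114 of them had a log2 ratio of e1370 over m596 above 0. The median was 0.22, or 0.17 with 11 genes at their bound and 23 others left out because at least 1 of the 2 alleles was not well above background in any sample. None of these genes passed an adjusted p under 0.05 from limma, over all probes or adjusted over the list alone, and 21 were higher at an unadjusted p under 0.05. The 5 that were higher at an unadjusted p under 0.01 were Y69A2AR.23, tag-164, F53B2.5, Y116F11A.4 and lin-65, of which the first 4 were not well above background in any m596 sample. lin-65 had a log2 ratio of 1.32 ± 0.37 (n = 9 arrays, adjusted p = 0.43) and was the only measured gene of the list with Cy5/Cy3 above 0 on all 9 arrays. These include the arrays of e1368 over m596, so that sign does not separate allele from dye. F53B2.5 had a bound of 1.49-fold higher in e1370 (adjusted p = 0.27), which is no strict minimum. Of the 10 genes of Table 2, 9 were measured and all 9 were below 0. 4 of them fell at an adjusted p under 0.05, and all 9 when adjusted over the list alone. The study chose both lists on these samples, so neither these counts nor the list tests that follow are independent evidence of their direction. Against all other genes, Table S1 was shifted up by limma's camera (adjusted p = 4.1e-08), which was lost when the correlation of its genes was estimated (adjusted p = 0.145 with an estimated correlation). Table 2 was shifted down (adjusted p = 5.1e-35, and 1.5e-04 with an estimated correlation). With array 1 of e1370/m596 turned, 80 genes of Table S1 were above 0 and all 9 of Table 2 below 0. With a dye term, 95 of 132 were above 0 in Table S1, and 3 of 9 below 0 in Table 2.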

The vast majority of the *e1370*-upregulated genes had a greater increase in expression relative to *m596* than relative to *e1368*. These results suggest that the majority of these genes may regulate lifespan, a trait where *e1370* diverges more from *m596* than *e1368*. 

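Of the 147 measured genes of Table S1, 115 had a larger log2 ratio of e1370 over m596 than over e1368. Over e1368, 83 were above 0, and the median was 0.06. The shift of the list over e1368 had an adjusted p of 0.049 from camera (adjusted p = 0.895 with an estimated correlation). Examples with a larger ratio over m596 were lin-65, at 0.41 ± 0.37 over e1368 (n = 9 arrays), and F53B2.5, at 0.34 ± 0.23 (n = 6). Since the larger ratio over m596 means a higher level in e1368 than in m596, that comparison bears on the count itself: limma called 0 of its probes, and the list was shifted up in e1368 over m596 by camera (adjusted p = 5.6e-05, and 0.272 with an estimated correlation). As the study chose the list on these samples, its list tests are not independent evidence. The count of larger ratios over m596 was 86 with e1370/m596 array 1 turned and 103 of 132 with a dye term. From the greater increase over m596, the paper raises the possibility that most of these genes may regulate lifespan. In lifespan, e1370 lay further from m596 than from e1368.

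**Figure D1:**
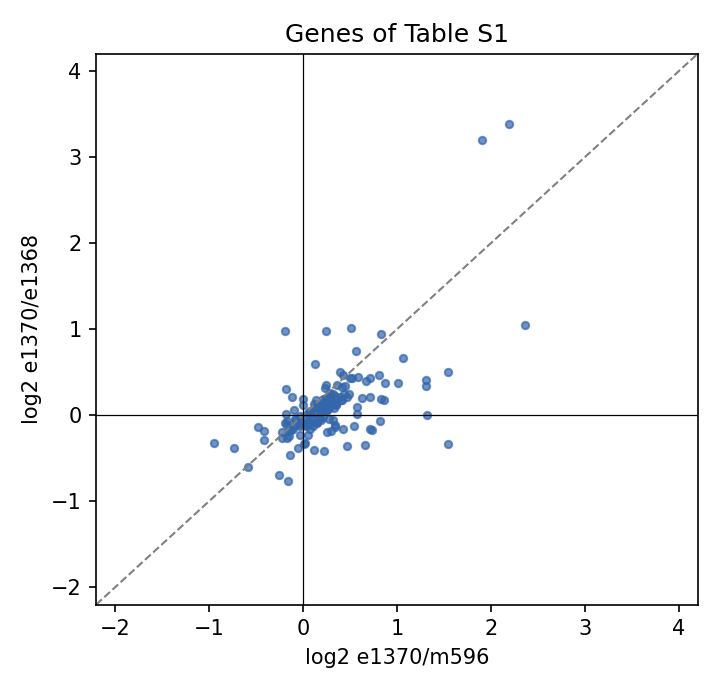
Fitted log2 ratio of e1370 over e1368 (vertical axis) against that of e1370 over m596 (horizontal axis) for the 147 measured genes of Table S1, 1 point per gene. The dashed line marks equal ratios, and 115 points lie below it. Genes not well above background in an allele are drawn at their fitted value, which is not a bound.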

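F45D11.14 and F45D11.4, which share a cosmid clone, had log2 ratios of 3.38 ± 0.90 and 3.2 ± 0.89 for e1370 over e1368 (standard error, n = 9 arrays, adjusted p = 0.54 for both from limma). Over m596 the ratios were 2.19 ± 0.90 and 1.90 ± 0.89 (adjusted p = 0.51 and 0.52). C14A4.8 was at 0.84 ± 0.27 over m596 (n = 6 arrays, adjusted p = 0.47). It had a bound of 1.56-fold higher than in e1368, where it was not well above background in any of 6 samples (adjusted p = 0.54). Fitted levels of F45D11.14 and F45D11.4 thus fell in the order e1370, m596, e1368, but no step of the order passed the test. For C14A4.8 the place of e1368 relative to m596 is not known. Y37H2A.6 and T26H5.1 were not tested, being unflagged on 2 and 0 arrays. Of the 156 measured genes of Tables S1 and 2, 29 had fitted levels in that order or its reverse, a count that includes C14A4.8 and other genes not well above background in an allele, and 39 did with e1370/m596 array 1 turned. That turn left F45D11.14 and F45D11.4 at 1.1 and C14A4.8 at 0.39 over m596. With a dye term, F45D11.14 was at -0.42 ± 2.72 and F45D11.4 at -0.48 ± 2.7 over m596.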

The expression of only six of the 182 genes followed the hypoxic phenotypic allelic series, that is either up- or down-regulated in the order of *e1370, m596, e1368* (Table 3). Of these, only one, C17C3.12, encodes a strong mammalian homolog, a mitochrondrial acyl-CoA dehydrogenase, which functions catabolically in mammals in fatty acid oxidation. 

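For acdh-2 (C17C3.12), the brightest of 3 probes had a log2 ratio of -2.75 ± 0.74 for e1370 over m596 (standard error, n = 8 arrays, adjusted p = 0.41 from limma) and of -2.44 ± 0.67 over e1368 (adjusted p = 0.54). The other 2 probes were at -3.45 ± 0.88 and -3.41 ± 0.89 over m596, and at -3.48 ± 0.80 and -3.67 ± 0.81 over e1368. Between e1368 and m596 the 3 probes stood at -0.31, 0.03 and 0.26 with standard errors of 0.67 to 0.81, so the data do not order these alleles. acdh-2 was the 1 measured gene of Table 2 with ratios on both sides of 0, below it on 6 of 8 arrays, and its ratio over m596 was -1.99 with e1370/m596 array 1 turned and -1.88 ± 2.37 with a dye term.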

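Lists of lipid and mitochondrial metabolism, 3 in number and fixed before the data were examined, were shifted down in e1370 over m596 by camera at a preset correlation, and none held with the correlation of the genes estimated. Of 17 genes of fatty acid synthesis, 14 were below 0 (median log2 ratio -0.46, camera adjusted p = 1.6e-04, and 0.516 with an estimated correlation). These included the desaturases fat-7 at -1.14 ± 0.31 (standard error, n = 9 arrays) and fat-3 at -0.71 ± 0.24 (n = 9), and none passed over all probes, while 5 fell when adjusted over the list alone. Of 69 genes of the respiratory chain, 56 were below 0 (median -0.22, camera adjusted p = 1.6e-04, and 0.516 with an estimated correlation), such as the complex I subunit genes ndua-8 at -0.66 ± 0.21 (n = 9) and gas-1 at -0.44 ± 0.15 (n = 8). Of 39 genes of fatty acid oxidation, 29 were below 0 (median -0.28, camera adjusted p = 0.010, and 0.619 with an estimated correlation), among them the acyl-CoA dehydrogenase acdh-9 at -1.11 ± 0.39 (n = 9) and the peroxisomal thiolase daf-22 at -0.86 ± 0.30 (n = 9). In neither of these did a gene pass over all probes or adjusted over the list alone. On e1370/m596 arrays 1, 2 and 3 the list medians were -0.70, 0.24 and -0.60 for fatty acid synthesis and -0.09, -0.04 and -0.33 for the respiratory chain. Array 3 resembles e1370/e1368 array 3 and e1368/m596 array 2. Those 2 arrays had medians of -0.60 and -0.73 for fatty acid synthesis and of -0.29 and -0.29 for the respiratory chain. The second of them holds no e1370 sample by the labels, so the medians of e1370/m596 array 3 may not come from e1370. For fatty acid oxidation they were -0.88, 0.21 and 0.03, so of these arrays only array 1 was below 0. Of 23 genes of glycolysis and gluconeogenesis, 11 were above 0 and 12 below (camera adjusted p = 0.78). In the model with a dye term, none of the 3 shifts passed (adjusted p = 0.597 for fatty acid synthesis and 0.368 for fatty acid oxidation, both downward, and 0.402 for the respiratory chain, upward). Most genes of several tissue marker lists lay on 1 side of 0 in this comparison, though the hypodermal and intestinal lists did not pass. Of 39 oocyte and germline genes 35 were above 0 (camera adjusted p = 5.3e-07, and 0.516 with an estimated correlation), while 10 of 12 neuronal genes (adjusted p = 0.020), 14 of 17 hypodermal genes (adjusted p = 0.205) and 16 of 24 intestinal genes (adjusted p = 0.271) were below 0. On e1370/m596 arrays 1, 2 and 3 the medians were -0.83, 0.21 and -0.05 for neuronal, -2.54, 0.42 and 0.40 for hypodermal and -0.89, 0.38 and 0.18 for intestinal genes. The shifts of the 3 lists of lipid and mitochondrial metabolism are therefore not told apart from a difference in tissue content. After turning e1370/m596 array 1, the respiratory chain was lower (adjusted p = 2.9e-05) and the other 2 did not pass (adjusted p = 0.612 and 0.052, the latter upward). Of the 22 genes of Tables S1 and 2 in the metabolism class, which the study chose and which are not independent evidence, 21 were measured, 14 were above 0 and 7 below (median 0.07), and none passed over all probes.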

In general, genes involved in regulation of metabolic processes were highly represented in the 182 gene list (Figure 2C). Transcriptional/DNA/RNA processing genes were also abundant.

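Of the 27 genes of the class of transcription and of DNA and RNA processing in Tables S1 and 2, 24 were measured, with 18 log2 ratios of e1370 over m596 above 0 and 6 below (median 0.15). None passed an adjusted p under 0.05 from limma, and 1, him-6, had an unadjusted p under 0.01. In the other classes of these tables, the measured genes above 0 numbered 41 of 56 for unknown function, 9 of 15 for signaling, 10 of 11 for protein degradation, 6 of 8 for structure, 6 of 9 for translation, 7 of 7 for stress, defense and cell death and 3 of 5 for channels and transport. The study chose these genes on the same samples, so the counts are not independent evidence. Over the genome, 21 genes of DNA replication and the cell cycle, in a list fixed beforehand, were shifted up in e1370 over m596, with 16 above 0 (median 0.24, camera adjusted p = 0.014, and adjusted p = 0.903 with an estimated correlation), including mcm-6, a subunit of the replicative helicase, at 0.82 ± 0.21 (n = 8 arrays) and the cyclin gene cyb-3 at 0.75 ± 0.24 (n = 9). None passed over all probes or adjusted over the list alone. Germline lists were shifted up in the same comparison, with 35 of 39 oocyte and germline genes above 0 (median 0.47, or 0.41 with 3 at their bound, camera adjusted p = 5.3e-07, and 0.516 with an estimated correlation), 24 of 30 genes of sperm proteins (median 0.34, adjusted p = 8.1e-04, and 0.917 with an estimated correlation) and 11 of 14 spermatogenesis genes (median 0.43, or 0.09 at bounds and without 3 genes, adjusted p = 0.015, no estimated correlation). On this last list e1370 sample 6 stood apart, with a median log2 level of 10.69 against 8.78 to 9.49 in the other e1370 samples. The shift of the replication genes is therefore not told apart from one in germline content. On e1370/m596 arrays 1, 2 and 3 the list medians were 0.74, 0.02 and -0.08 for the replication genes and 1.02, 0.08 and 0.21 for the oocyte and germline genes. They were 1.05, -1.07 and 0.33 for the sperm proteins and 0.54, -1.07 and 0.26 for the spermatogenesis genes. The replication list (adjusted p = 0.0042) and the oocyte and germline list (adjusted p = 3.7e-04) stayed shifted up with a dye term, the sperm protein list was shifted down (adjusted p = 0.0073), and the spermatogenesis list did not pass (adjusted p = 0.212, downward). Of 49 splicing and RNA-binding genes, 28 were above 0 (camera adjusted p = 0.75). When e1370/m596 array 1 was turned, the replication and cell cycle genes were shifted down (adjusted p = 0.035), and the 3 germline lists pointed downward without passing (adjusted p = 0.065, 0.278 and 0.757).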

**Figure 2:**
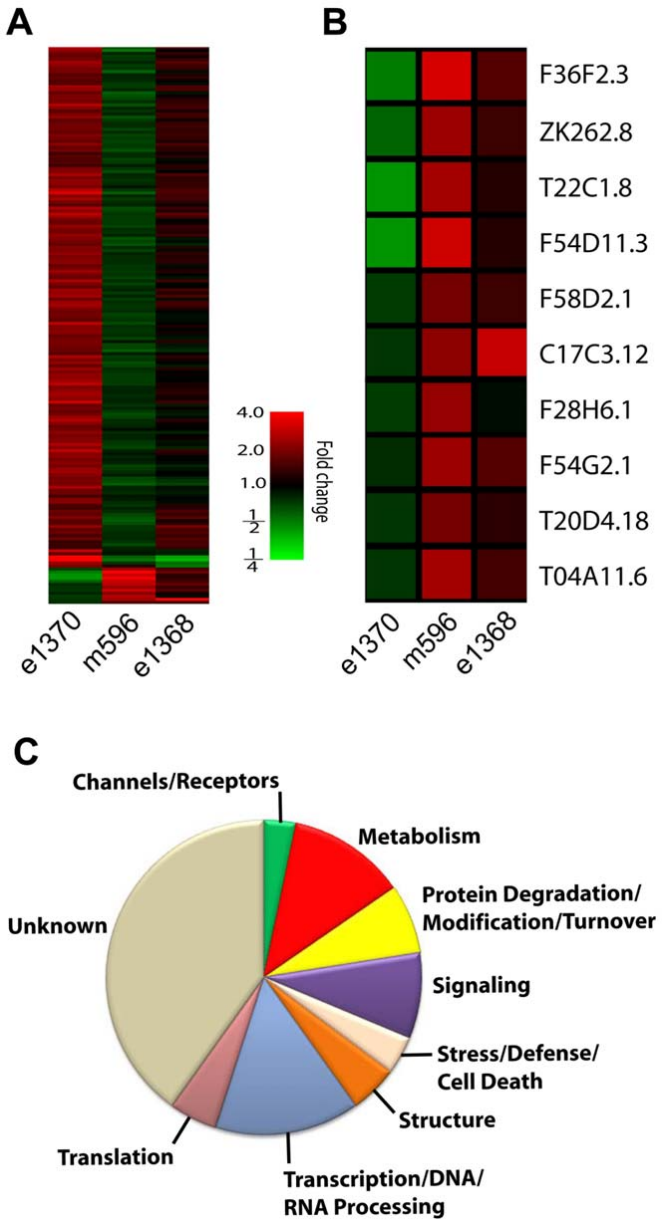
Expression of 182 genes are differentially regulated across *daf-2* alleles. (A) Heat map of expression of 182 genes, either up- or down-regulated between *e1370* and *m596* and/or *e1368*, p<0.01, One-Way ANOVA. (B) Genes whose expression is downregulated in *e1370* (*die*) relative to *m596* and/or *e1368*, p<0.01. (C) Relative number of *daf-2* regulated genes that fall into the various functional categories.

**Table 2:** Genes transcriptionally down-regulated in *e1370* vs *m596* or *e1368* – *die* genes.

Sequence Name	Gene Name	Protein/Homology	Biological Process	Expression	p-value	*e1370*vs *m596*	*e1370*vs *e1368*	*e1368*vs *m596*
F36F2.3		Predicted E3 ubiquitin ligase	Protein Degradation/Modification/Turnover	ND	0.0019	−6.0	−2.6	−2.3
ZK262.8		synthetic lethal with Argonaute mutant	Unknown	ND	0.0021	−3.6	−1.9	−1.9
T22C1.8		Protein tyrosine phosphatase	Signaling	ND	0.0027	−5.2	−2.5	−2.1
F54D11.3		*C. elegans*-specific	Unknown	ND	0.0048	−7.1	−2.6	−2.7
F58D2.1		ZYG-11-like serine/threonine protein kinases	Unknown	ND	0.0059	−2.2	−1.5	−1.5
C17C3.12	*acdh-2*	Mitochondrial short-chain acyl-CoA dehydrogenase	Metabolism	ND	0.0060	−2.4	−3.6	−1.5
F28H6.1	*akt-2*	Homolog of the serine/threonine kinase Akt/PKB	Signaling	Intestine, Neuronal, Hypodermal, Pharyngeal	0.0061	−2.7	−1.3	−2.1
F54G2.1		Isoform 1 of protein UNC-13 homolog D	Unknown	Intestine, Neuronal	0.0072	−2.5	−1.6	−1.6
T20D4.18	*srab-21*	Sra family integral membrane protein	Unknown	Hypodermal, Neuronal	0.0077	−2.1	−1.4	−1.5
T04A11.6	*him-6*	ATP-dependent DNA helicase	Transcription/DNA/RNA Processing	Primarily Germline	0.0086	−2.9	−1.5	−1.9

Annotations from WormBase (www.wormbase.org); p-value one-way ANOVA for *e1370* vs *m596*.

**Table 3:** Genes regulated according to the allelic series.

Sequence Name	Common Name	*e1370* *	*m596* *	*e1368* *
C14A4.8		2.19	0.90	0.85
Y37H2A.6	*fbxa-211*	1.20	0.92	0.90
F45D11.4		3.64	0.62	0.34
F45D11.14		3.70	0.54	0.28
C17C3.12	*acdh-2*	0.79	1.88	2.86
T26H5.1		0.83	1.17	1.20

* Mean of normalized expression, p<0.01.

A number of previous studies have identified genes whose expression is regulated by *daf-2* [7], [8], [9], [10], [11], [12], [14], [15]. These studies have implicated a large number of genes as being regulated by the *daf-2 - daf-16* pathway. However, the overlap among the datasets is relatively modest presumably due to the distinct methodologies employed by each study. Perhaps because of the experimental design of the microarrays that sought gene expression differences among *daf-2* alleles, the overlap between the 182 genes identified here and those from the other studies was also modest with only seven genes in common (Table 4). 

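hsp-90, which encodes the cytosolic chaperone HSP90, had a log2 ratio of 0.18 ± 0.16 for e1370 over m596 (standard error, n = 9 arrays, adjusted p = 0.68 from limma) and of -0.03 ± 0.16 over e1368. pud-2.1 (F15E11.1) was at -0.19 ± 0.35 over m596 and at 0.97 ± 0.35 over e1368 (n = 9, adjusted p = 0.86 and 0.56). The brightest probe of mes-6, a Polycomb group gene, was at -0.47 ± 0.24 over m596 (n = 9, adjusted p = 0.52), and another at -0.50 ± 0.33 (n = 3). The remaining probe of mes-6 was not well above background in any m596 or e1368 sample and no fold is given. eef-1G, a translation elongation factor gene, was at 0.25 ± 0.15 (n = 9, adjusted p = 0.56), and its other 2 probes at 0.25 ± 0.16 and -0.08 ± 0.20. Of the 7 genes of Table 4, 5 were above 0 over m596 and none passed, over all probes or adjusted over the list alone. Over e1368, 1 of the 7, F45D11.14, rose when adjusted over the list alone. The study chose the list on these samples, so this is not independent evidence. Turning e1370/m596 array 1 left hsp-90, pud-2.1, mes-6 and eef-1G, in this order, at 0.23, -0.01, -0.47 and 0.16 over m596.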

Four of the seven genes had expression changes that were qualitatively similar to those found previously. For example, the Y54G11A.13/*ctl-3* gene encodes one of three *C. elegans* catalases that are predicted to reduce peroxide free radicals. 

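Y54G11A.13 (ctl-3) had 3 probes. The brightest was at a log2 ratio of 0.43 ± 0.37 for e1370 over m596 and of 0.47 ± 0.37 over e1368 (standard error, n = 9 arrays, adjusted p = 0.68 and 0.74 from limma). Another was at -0.11 ± 0.18 and -0.10 ± 0.18 (n = 9). The faintest, not well above background in any m596 sample, has no fold over m596 and was at 0.01 ± 0.27 over e1368 (n = 5). The probes differed by more than their standard errors, and none passed the test. Its brightest probe was at 0.65 over m596 when e1370/m596 array 1 was turned, and at -0.41 with a dye term. Of 17 antioxidant genes, among them superoxide dismutases and catalases, 9 were above 0 over m596 (median 0.03, camera adjusted p = 0.49).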

The *ctl-3* transcript is increased in *e1370* compared to both *e1368* and *m596*. Likewise using quantitative mass spectrometry methods, Dong et al. found that CTL-3 protein was increased in *e1370* compared to wild type worms [14]. Similarly, both our data and that from Murphy et al. [9] show increased expression in *e1370* mutants of *unc-38*, which encodes a subunit of a nicotinic acetylcholine receptor.

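unc-38 was unflagged on 3 of the 9 arrays. It exceeded the local background in 4 of 6 e1370 samples and in none of the 6 m596 or 6 e1368 samples, and as its signal lay near that floor no fold is given. The fit gave an adjusted p of 0.58 against m596 and of 0.74 against e1368 (limma). Of 12 measured genes of a neuronal marker list, 10 were below 0 over m596 (median log2 ratio -0.52, camera adjusted p = 0.020), for example the syntaxin gene unc-64 at -0.69 ± 0.20 (n = 9 arrays). On e1370/m596 arrays 1, 2 and 3 the list median was -0.83, 0.21 and -0.05. No gene of that list passed over all probes or adjusted over the list alone, too few were unflagged on every array to estimate their correlation, and neither a dye term (adjusted p = 0.733) nor array 1 of e1370/m596 turned (adjusted p = 0.707, upward) left the shift.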

**Table 4:** Genes that overlap with other datasets.

Sequence Name	Overlapping Study	Expression in *e1370* relative to *m596, e1368*	Expression in *e1370* relative to wild type*
C09G4.5	Murphy	Increased	Decreased
C47E8.5	Dong	Increased	Decreased
F15E11.1	Dong	Increased	Increased
F17C11.9	Dong	Increased	Decreased
F21F3.5	Murphy	Increased	Increased
F45D11.14	Dong	Increased	Increased
Y54G11A.13	Dong	Increased	Increased

Murphy et al. *Nature 424*∶277-83, 2003. Dong et al. *Science 317*∶660-3, 2007.

* - data from overlapping study.

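Of 9 measured genes of Table 2, 4 fell in e1370 relative to m596 at an adjusted p under 0.05 from limma. F54D11.3, a gene specific to C. elegans, had a log2 ratio of -5.07 ± 0.66 (standard error, n = 9 arrays, adjusted p = 0.037). T22C1.8, which encodes a protein tyrosine phosphatase, was at -4.13 ± 0.53 (n = 9, adjusted p = 0.037), and the ubiquitin ligase gene F36F2.3 (rbpl-1) at -4.22 ± 0.63 (n = 9, adjusted p = 0.042). F58D2.1 (gadr-1) was above background in 0 of 6 e1370 and 5 of 6 m596 samples and had a bound of 3.31-fold lower in e1370 (adjusted p = 0.042). Such a bound sets the mean of the brighter allele, from separate channels after loess and Aquantile, against that of the dimmer one. Signals of the dimmer allele under the lowest one well above background on an array are raised to that floor. The bound carries no error, is no strict minimum and is open to dye bias here. ZK262.8 was at -3.14 ± 0.50 and did not pass (n = 9, adjusted p = 0.0585). Relative to e1368, F54D11.3 was at -2.61 ± 0.66, T22C1.8 at -2.10 ± 0.53, F36F2.3 at -2.0 ± 0.63 and ZK262.8 at -1.49 ± 0.50, and none passed (adjusted p = 0.54, 0.54, 0.55 and 0.55). srab-21 (T20D4.18) was not tested, being flagged on most arrays. In 8 of the 9 genes Cy5/Cy3 was below 0 on every array that measured it, including those of e1368 (Cy5) over m596 and of e1370 over e1368 (Cy3). With a dye term, which the loop of the 3 pairs allows, the median log2 ratio of e1370 over m596 of these 8 genes was 0.45 (-0.23 to 1.28, median standard error 0.85), and with array 1 of e1370/m596 turned F54D11.3 was at -3.03, T22C1.8 at -2.80, F36F2.3 at -2.85, ZK262.8 at -1.93 and F58D2.1 at a fitted -1.97, with none past the test.

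**Figure D2:**
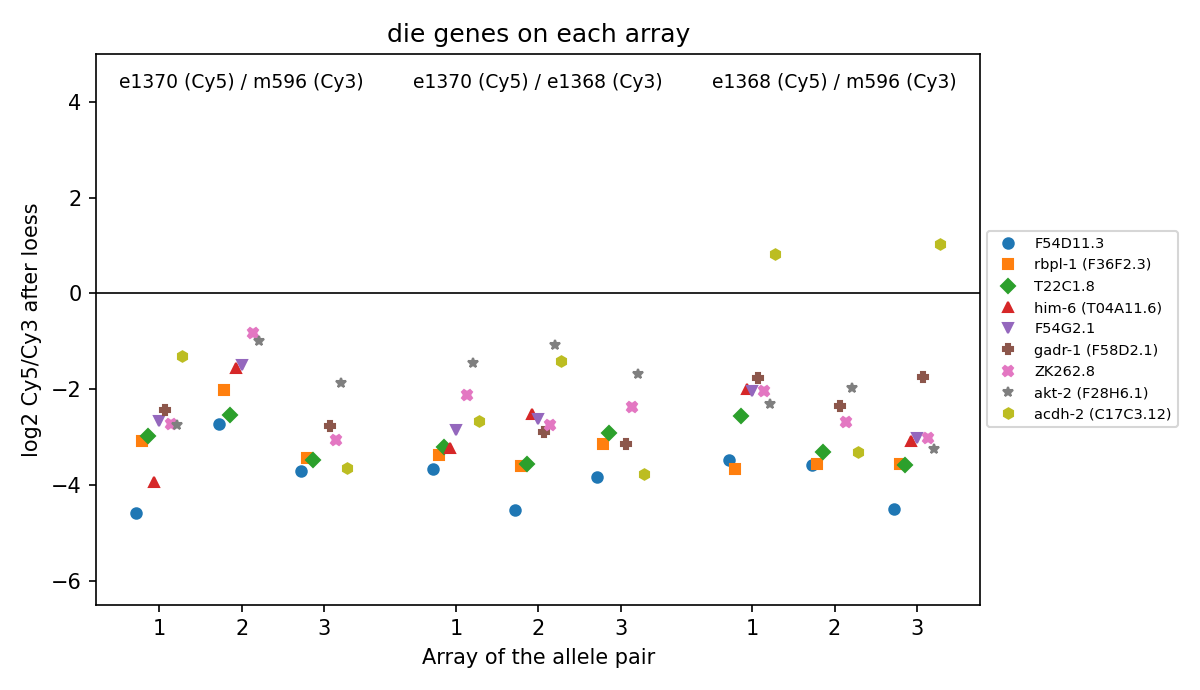
Normalized log2 Cy5/Cy3 of the 9 measured die genes on each array, 1 point per gene and array where the spot was unflagged. Columns are the 3 arrays of each pair of alleles, with the dye of each allele named above, and the horizontal line marks equal channels. All points but 2 of acdh-2 lie below 0, in all 3 pairs.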

Ten genes were **d**own-regulated **i**n ***e*** *1370* (*die*) compared to the other alleles (Table 2, Figure 2B). These genes include *akt-2*, a homolog of the serine/threonine protein kinase Akt/PKB. *akt-2* along with its paralog, *akt-1*, functions downstream of *daf-2* in the *daf-2 - daf-16* pathway. 

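The brightest of 3 akt-2 probes had a log2 ratio of -2.56 ± 0.39 for e1370 over m596 (standard error, n = 9 arrays, adjusted p = 0.053 from limma), which did not pass, and of -0.73 ± 0.39 over e1368 (adjusted p = 0.64). Of e1368 over m596 it was at -1.83 ± 0.39. The other 2 probes of akt-2 were at 0.12 ± 0.30 (n = 4) and -0.10 ± 0.26 (n = 6) over m596, and at 0.37 ± 0.24 and 0.35 ± 0.26 over e1368. The probes of this gene thus disagree by more than their standard errors. With e1370/m596 array 1 turned the brightest probe was at -1.33 over m596, and with a dye term at 0.18 ± 0.84.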

Knockdown of *akt-1* and *akt-2* produce a partially redundant dauer constitutive phenotype [16], and an *akt-1* gain-of-function mutant partially suppresses the hypoxia resistance of *daf-2(1370)* [1]. The role of AKT-1/2 downstream of DAF-2 is thought to be through phosphorylation of DAF-16, thereby inhibiting its nuclear localization and transcription factor activity [17], [18]. These new data suggest that a positive feedback loop may exist that enhances the reduction-of-function phenotype of *e1370* compared to *m596* and *e1368* by reducing the levels of *akt-2* mRNA. 

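akt-1 had log2 ratios of 0.61 ± 0.26 and 0.52 ± 0.30 for its 2 probes in e1370 over m596 (standard error, n = 9 and 8 arrays, adjusted p = 0.52 and 0.55 from limma), and of 0.72 ± 0.26 and 0.65 ± 0.30 over e1368. The brightest of 5 probes of daf-16, the FOXO transcription factor gene downstream, was at -0.11 ± 0.24 over m596 and -0.14 ± 0.24 over e1368 (n = 9), and the others lay between -0.36 and 0.02 over m596. sgk-1, which encodes a kinase related to AKT, was at -0.51 ± 0.20 over m596 and skn-1, another transcription factor gene regulated by the pathway, at 0.42 ± 0.18 (n = 9, adjusted p = 0.51 for both). daf-2 itself was not tested, being flagged on every array. Of 15 genes of the insulin/IGF pathway in a list fixed before the data were examined, 9 were measured, 5 above 0 and 4 below. None passed over all probes, 1, akt-2, fell when adjusted over the list alone, and the list as a whole was not shifted (camera adjusted p = 0.81). With e1370/m596 array 1 turned, akt-1 was at 0.35 and daf-16 at 0.21 over m596, and neither passed.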

Besides *akt-2*, two other *die* genes are predicted to have kinase or phosphatase activity, but their substrates are unknown. 

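F54G2.1 had a log2 ratio of -3.14 ± 0.61 for e1370 over m596 and of -1.68 ± 0.61 over e1368 (standard error, n = 6 arrays, adjusted p = 0.25 and 0.56 from limma). It exceeded the local background in 1 of 6 e1370, 4 of 6 m596 and 3 of 6 e1368 samples. It was at -1.37 over m596 when array 1 of that pair was turned, and with a dye term at 1.11 ± 0.94.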

Other particularly interesting *die* genes include *acdh-2*, which as noted above has expression differences in the alleles that follow the hypoxic sensitivity allelic series, F54G2.1 - an isoform of the presynaptic vesicle fusion protein UNC-13, F36F2.3 - an E3 ubiquitin ligase, and T04A11.6 - an ATP-dependent DNA helicase. We previously found in a whole-genome RNAi screen for genes that promote hypoxic death that knockdown of several genes, predicted to control chromatin structure, also produce significant hypoxia resistance [19]. 

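him-6 (T04A11.6), which encodes a DNA helicase of the BLM/RecQ family, was above background in 0 of 6 e1370, 4 of 6 m596 and 2 of 6 e1368 samples. Its bound was 5.54-fold lower in e1370 than in m596 (adjusted p = 0.18 from limma, n = 6 arrays) and 2.21-fold lower than in e1368 (adjusted p = 0.55). It did not pass the test, and such a bound is no strict minimum. Its fitted log2 ratios lay nearer 0 than these bounds with array 1 of e1370/m596 turned, at -1.01 over m596 and -0.68 over e1368, and with a dye term, at -0.09 ± 1.42 over m596. Of 31 histone genes, 11 were above 0 and 20 below over m596 (median log2 ratio -0.13, camera adjusted p = 0.78). None passed over all probes or adjusted over the list alone. Among them his-41 was at -0.55 ± 0.18 and hil-5, a linker histone gene, at 0.62 ± 0.29 (standard error, n = 9 arrays).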

The current data show that the *daf-2* pathway acts in part through regulation of DNA/chromatin modifying enzymes to control hypoxic sensitivity. However, it is unclear how this protects the organism from hypoxic injury.

### Increased Hypoxic Survival by *die* Gene Knockdown

Genes whose expression was increased in *e1370* relative to the other two alleles are candidates to encode hypoxia protective factors. We chose 10 genes with the highest normalized relative fold change in *e1370* compared to *m596* to test for hypoxia protection (Table S1). 

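Of the 10 genes with the largest value in Table S1, 8 had log2 ratios that can be given for e1370 over m596. Besides F45D11.14 and F45D11.4, Y81G3A.1 was at 0.87 ± 0.34, pals-23 (C29F9.3) at 0.83 ± 0.31, the exocyst subunit gene exoc-7 (C43E11.8) at 0.49 ± 0.19, the endosulfine gene ensa-1 (K10C3.2) at 0.45 ± 0.18, the annexin gene nex-1 (ZC155.1) at 0.37 ± 0.17 and Y57E12AL.6 at 0.28 ± 0.20 (standard error, n = 9 arrays). Their adjusted p-values from limma lay between 0.50 and 0.62. Y69A2AR.23 had a bound of 1.73-fold higher and tag-164 (Y76A2A.1) of 1.63-fold higher (adjusted p = 0.18 and 0.44). Neither was well above background in any of the 6 m596 samples, and both were in 5 of 6 e1370 samples. None of the 10 passed the test. Over e1368 the values of Y81G3A.1, pals-23 and Y57E12AL.6 were 0.18 ± 0.34, 0.19 ± 0.31 and -0.04 ± 0.20. The second probe of pals-23 was at 0.15 ± 0.22 over m596 (n = 5). With array 1 of e1370/m596 turned, all 8 stayed above 0 over m596, from 0.07 to 1.1.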

We used feeding RNAi to reduce their expression in an *e1370* background with the prediction that this would suppress at least partially its hypoxia resistant phenotype. However, we did not observe a significant change in hypoxia resistance with treatment by any of these RNAis (data not shown). This negative result could be explained in a number of ways. Obviously, inadequate knockdown of gene expression is one way. Given that 172 genes were found to be up-regulated, another likely possibility is that knockdown of no single gene is sufficient to produce a measurable phenotype. Alternatively, the up-regulated genes that were tested could mediate responses either maladaptive or unrelated to survival from hypoxia; thus, knockdown would not suppress *e1370*'s hypoxia resistance.

The *die* genes are candidates to promote *daf-2*-regulated hypoxic sensitivity; thus, *die* gene reduction-of-function might produce hypoxia resistance. To test this hypothesis, we used RNAi to knockdown six of the ten *die* genes; of the four not tested, two, C17C3.12 and F28H6.1, were not in our library, one other, T22C1.8, did not grow when streaked, and the fourth, F36F2.3, produced sick animals in the absence of hypoxia. Five of six RNAi treatments conferred significant hypoxia resistance to otherwise wild type animals (Figure 3A). We then tested the effect of knockdown of the six *die* genes in an *e1368* background. Knockdown of all six genes produced strong hypoxia resistance in an *e1368* background compared to the empty vector control (Figure 3B). These results show that reduction of function of any one of these genes is capable of converting the weakly hypoxia resistant *e1368* animals to strongly resistant ones. Also, the sensitized background of *e1368* revealed that F58D2.1 does in fact encode a hypoxic sensitivity promoting activity that was not apparent in a wild type background.

**Figure 3:**
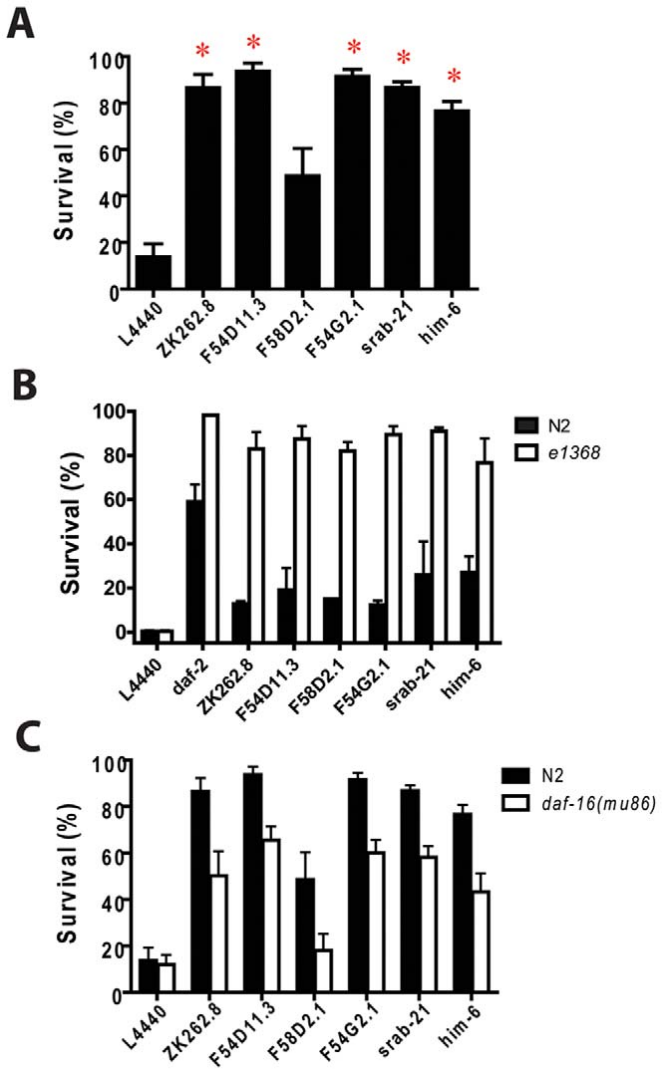
Survival from hypoxia by RNAi knockdown of *die* genes. Genetic background of strains is indicated by closed (wild type - N2) or open bars (mutant – either *daf-2(e1368)* or *daf-16(mu86)*). Note that survival data are after a 22 hour hypoxic incubation for the upper and lower panels and are after a 24 hour hypoxic incubation for the middle panel. (A) Survival after recovery from a 22 hour hypoxic incubation for N2 wild type animals treated with bacteria transfected with L4440 empty vector or with RNAi plasmids against *die* genes. * p<0.01 compared to L4440 (two-tailed t-test, 6 trials/RNAi with >30 worms/trial). (B) Effect of RNAi treatments on survival after a 24 hour hypoxic incubation in wild type and *daf-2(e1368)* backgrounds. All RNAi's resistance in an e1368 background compared to L4440 – p<0.01 (two-tailed t-test, 3 trials/RNAi with >30 worms/trial) (C) Effect of RNAi treatments on survival after a 22 hour hypoxic incubation in wild type and *daf-16(mu86* null) backgrounds. Hypoxia resistance significantly suppressed in *mu86* background for all RNAi's – p<0.01 (paired t-test, 6 trials/RNAi with >30 worms/trial).

Given that expression of *die* gene transcripts is regulated by *daf-2*, we hypothesized that the hypoxia resistance phenotype of *die* RNAi may depend on DAF-16, the primary target of DAF-2. Indeed, the hypoxia resistance phenotypes of all the *die* genes were suppressed by a null mutation in *daf-16* (Figure 3C). However, the suppression of the hypoxia resistance was incomplete for five of the six RNAi knockdowns. Thus, these genes do not regulate hypoxic sensitivity entirely via a DAF-16 dependent pathway.

### *die* Genes Are Not Equally Required for Thermotolerance or Lifespan Extension

The experimental design of the microarrays was devised to enrich for genes that selectively regulate hypoxic sensitivity. To test for selective regulation, we measured the thermotolerance and lifespan of the five *die* genes where knockdown produced hypoxia resistance in a wild type background. Knockdown of four of the five *die* genes produced significant thermotolerance (Figure 4). Only ZK262.8 RNAi did not protect from thermal stress (Figure 4B). These results are consistent with the strong correlation between thermotolerance and hypoxia resistance observed among various *daf-2* alleles [1]. However, they also show that the mechanisms of thermal injury and hypoxic injury in *C. elegans* are not identical. Despite a considerable increase in both mean and maximum lifespan by *daf-2* RNAi, none of the *die* gene RNAi's resulted in a significant alteration in lifespan (Figure 5 and Table S2). Again, these results are consistent with the poor correlation between the lifespan and hypoxic sensitivity phenotypes of *daf-2* alleles [1].

**Figure 4:**
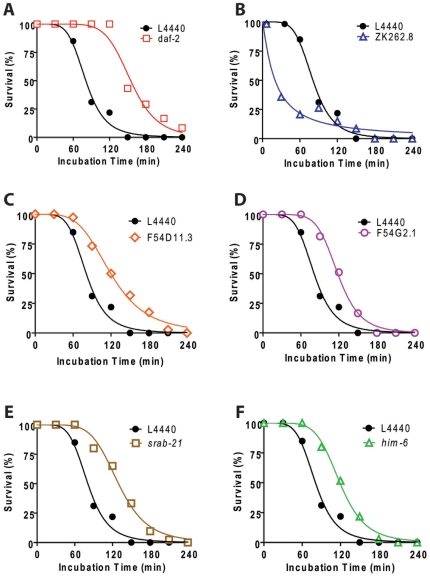
Increased thermotolerance by *die* gene RNAi knockdown. Survival after recovery from incubations at 37° for various times for worms raised on L4440 empty vector or the denoted RNAi. RNAi's in panel A and C-F produce significantly increased thermotolerance whereas the RNAi in panel B produces significantly decreased thermotolerance – p<0.01, F-test by nonlinear regression and simultaneous curve-fitting. A minimum of 353 animals/curve with at least 18 animals/data point were scored.

One possibility for the strong correlation between thermotolerance and hypoxia resistance is the 26.5°C temperature at which the hypoxic incubations are performed. As in all models of hypoxic injury, the sensitivity of *C. elegans* to hypoxia is temperature dependent [1]; the higher the temperature the more severe the hypoxic injury. However, a number of observations suggest that the hypoxic sensitivity differences among *daf-2* alleles is not simply a manifestation of varied thermotolerance. First, two *daf-2* alleles, *e979* and *e1369* with only moderate hypoxia resistance similar to that of *m596*, have thermotolerances at least as high as *e1370* [13]. Second, when hypoxic incubations are performed at 20°C, *e1370* and *m579*, which is highly hypoxia resistant under our assay conditions [1], are still highly hypoxia resistant, whereas *m596* is not [20]. Finally, we asked whether high temperature incubation in buffer but in a room air environment produced significant wild type animal death that might account for the *daf-2* allelic differences for hypoxic sensitivity at higher temperature. However, we observed no significant death of wild type animals after a 20 hour normoxic incubation at 28°C (Figure S1). Even a 71 hour incubation killed only 5% of animals.

## Discussion

Utilizing *daf-2* alleles with distinct orders of phenotypic severity for hypoxic sensitivity versus its other phenotypes as the basis for DNA microarray experiments, we identified 182 genes that were differentially expressed in animals with varying levels of hypoxia resistance. The expression of most of these genes was increased in the hypoxia resistant *daf-2(e1370)*. These genes are candidates for antagonizing hypoxic death. However, we were unable to detect hypoxic hypersensitivity by RNAi knockdown of a subset of these genes. In general, we have found hypoxic hypersensitivity is difficult to produce in our model; this may reflect genetic redundancy and is reminiscent of the relatively uncommon phenotype of shortened lifespan as compared to prolonged lifespan. However, for the ten genes that were decreased in *daf-2(e1370)*, we were able to test six of them and found that knockdown of each of them produced hypoxia resistance. These genes are of interest not only for the fact that they control hypoxic sensitivity but that they also do it in a relatively specific manner by having no detectable influence on lifespan. In this regard, ZK262.8 is the most intriguing because unlike the other five *die* genes with a hypoxia resistance knockdown phenotype, ZK262.8 knockdown does not confer thermotolerance. ZK262.8 is a poorly characterized gene with no clear homology to genes in other organisms. It was implicated in microRNA processing because of a synthetic lethal phenotype with a mutation in the Argonaut homolog gene, *alg-2* [21]. ALG-2 is expressed in most, if not all, cells in *C. elegans* from embryonic to adult stages and is hypothesized to facilitate loading of pre-miRNAs into the Dicer complex [21]. However, it is unclear what role if any the ZK262.8 gene product has in miRNA processing.

Another hypoxic death promoting *die* gene identified is *srab-21*, which encodes a serpentine receptor that is likely to function in chemosensation [22]. In a whole genome RNAi screen for genes promoting hypoxic death, we identified eleven serpentine receptor genes where knockdown produced hypoxia resistance [19]. These genes represented about 5% of the genes identified in the screen. Given that these genes are thought to encode chemosensory receptors, normal chemosensory function appears to promote hypoxic sensitivity in *C. elegans*. Likewise for aging, mutations in genes required for chemosensation prolong lifespan [23]. The prolonged lifespan of these mutants could be suppressed by mutations in *daf-16*, and a model was proposed whereby activation of chemosensory neurons increases insulin-like hormone signaling and thereby limits lifespan. However, the fact that *srab-21* knockdown does not prolong lifespan suggests that simply altering ligand activation of DAF-2 is an unlikely mechanism.

The identification of the ATP-dependent DNA helicase gene *him-*6 as a *die* gene that promotes hypoxic death is consistent with previous results. In our whole genome RNAi screen, we identified a large number of DNA processing genes whose knockdown phenotype is hypoxia resistance [19]. Indeed, nucleic acid binding and processing enzyme genes represented the largest functional category with several helicases among them. *him-6* is expressed primarily in the germline as assessed by microarray experiments comparing animals with and without a germline [24]. Thus, some expression in somatic cells is possible. Germ cells from *him-6* mutant animals have increased sensitivity to ionizing radiation, but surprisingly have decreased germ cell apoptosis after genotoxic stress [25]. Thus, it is possible that the hypoxia resistance is secondary to defects in apoptosis but this remains to be determined.

We and others have identified a significant number of genes that regulate hypoxic sensitivity [1], [19], [26], [27], [28], [29]. In no case, is there a complete understanding of the mechanism(s) whereby a gene protects the organism and its cells from hypoxic injury, and in most cases, as for the genes identified here, there is no mechanistic information at all. Future studies must necessarily focus on the most promising hypoxic sensitivity genes. Such genes would have clear mammalian orthologs, preferably with a considerable understanding of their cellular function already defined. Additionally, the most promising genes should be able to be modulated to control hypoxic injury without producing other side effects. Thus, studies such as the one described here are important in order to identify specific pathways to target for hypoxic protection.

## Materials and Methods

### Nematode Maintenance

For strain maintenance worms were cultured at 20° on nematode growth medium (NGM) agar plates seeded with OP50 bacteria [30]. The following strains were utilized in this study: N2 (wild-type), CB1370 *daf-2(e1370)* III, DR1565 *daf-2(m596)* III, DR1572 *daf-2(e1368)* III, and CF1038 *daf-16(mu86)* I. Strains were obtained from the *Caenorhabditis* Genetics Center funded by the NIH NCRR.

### Hypoxia Assay

Worms were subjected to hypoxia as described previously [1]. Briefly, each plate was washed into one 1.5 mL tube with 1 mL of M9 buffer (22 mM KH_2_PO_4_, 22 mM Na_2_HPO_4_, 85 mM NaCl, 1 mM MgSO_4_) [30]. Worms were allowed to settle by gravity, and 800 µL of M9 was removed. The tubes were then placed in the anaerobic chamber (Forma Scientific) at 26.5° for 20, 22, or 24 hours, depending on the assay. Following the hypoxic insult, worms were placed on NGM plates spotted with OP50 bacteria using glass Pasteur pipets and recovered at 20° for 16−20 hours prior to scoring. Animals were scored as dead if no pharyngeal pumping or spontaneous or evoked movement (touching with a platinum wire) was observed. A minimum of triplicate plates for each trial and three trials/RNAi were scored.

### Feeding RNAi

One-generation feeding RNAi was performed as described previously [19], [31]. Briefly, two gravid adult worms were left on RNAi plates with 2 day old bacterial lawns for 3 hours to obtain 30−50 eggs per plate. RNAi plates were composed of NGM agar supplemented with 50 µg/ml carbenicillin and 1 mM IPTG and seeded with the appropriate RNAi bacterial strain cultured in 2xYT with 50 µg/ml carbenicillin, 10 µg/ml tetracycline and 0.8 mM IPTG. Animals were grown at 20°C to young adulthood, one day past the L4 stage and then phenotyped.

### Lifespan Assays

Lifespan assays were performed either on OP50 bacteria (Figure 1C) or on RNAi bacteria containing the L4440 empty vector control plasmid or the particular RNAi plasmid (Figure 5). Gravid adult worms were allowed to lay eggs for three hours onto OP50 or RNAi bacteria and picked off. The animals were cultured at 20°C until reaching the L4 stage and were then placed at a density of 30 worms/plate. For the *daf-2* allele lifespan data, the L4 animals were transferred to fresh NGM plates seeded with OP50. For the *die* gene RNAi lifespan experiments, L4 animals were transferred to new RNAi plates. Worms were transferred daily while egg-laying and transferred every three days thereafter onto plates with freshly seeded OP50 or RNAi bacteria. Worms were scored daily for survival and censored for bagging, exploding, and crawling off the plate.

**Figure 5:**
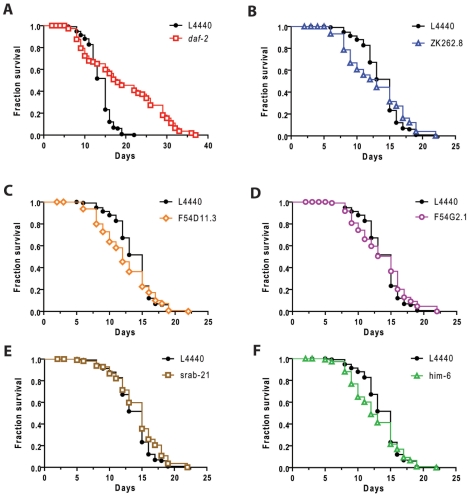
No effects on lifespan by *die* gene RNAi knockdown. Lifespan survival curves for animals grown on L4440 empty vector bacteria versus RNAi bacteria. (A) The effect of *daf-2* RNAi on lifespan is shown as a positive control and is significantly different from L4440 lifespan – p≪0.01 Mantel-Cox Log-rank test. (B-F) None of the other RNAis significantly lengthen lifespan at the p<0.01 level. Lifespan assays were performed with 120 animals/RNAi grown at 20°C.

### Thermotolerance Assay

Thermotolerance assays were performed in a 37° water bath. Young adult worms, one day post L4 stage, were washed into tubes using M9 buffer and allowed to settle by gravity. Excess M9 was removed to 100 µL. M9 buffer preheated to 37° was added to each tube to a final volume of 500 µL. The tubes were incubated in the water bath according to the time course. Worms were removed from the tubes at the appropriate time using a glass Pasteur pipette and allowed to recover at 20°C for 16−20 hours on NGM plates spotted with OP50 bacteria and then scored for survival.

### Dauer Arrest Assay

Ten gravid adult animals were allowed to lay eggs for one hour and picked off. Plates containing 30−50 eggs were put at 20°C, 23°C or 25°C. Animals were scored for dauer arrest when the non-dauer animals reached adulthood, 72 h or 96 h later. The fraction of non-adult animals that were partial dauers or arrested non-dauer larvae was not formally scored; however, the large majority of the non-adult animals were true dauers for all three strains as previously reported [13].

### cDNA Microarrays

Animals from a synchronous egg lay were cultured at 20°C on NGM plates seeded with OP50, and total RNA was isolated from L4 staged *daf-2(e1370)*, *daf-2(m596)* and *daf-2(e1368)* animals using Trizol reagent (Invitrogen). Dauer animals were separated from L4 larvae by differential pelleting in M9. RNA quality was measured using Nanodrop-1000 spectrophotometer (ThermoScientific). High quality RNA samples (OD 260/280>1.9) were used as inputs for microarrays. Eight micrograms of RNA was subjected to reverse transcription and subsequent hybridization using 3DNA Array 350 Kit (Genisphere, Inc, Hatfield, PA). Cy3- and Cy5-labeled samples were hybridized to *C. elegans* whole genome oligonucleotide microarrays (Genome Sequencing Center, Washington University in St. Louis). Slides were scanned on a ScanArray 3000 (Perkin Elmer, Waltham, MA) at 10 micrometer resolution. Three biological replicates (independent RNA isolations), each with a technical replicate (dye swap) were performed for each condition. Raw microarray fluorescent intensity data were processed and analyzed with GeneSpring GX 7.3.1 software (Agilent Technologies, Santa Clara, CA). Each time point was subjected to Lowess normalization (per spot and per array) separately. 

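In the deposited flags, 14317 spots, 653 of them controls, had flag 2 or 3 on at least 1 of the 9 arrays. The files hold no legend, and code 3 was read from the brightness of its spots as marking those that stand above background. It was present on at least 3 arrays for 10570 probes.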

A flag filter was applied to include all genes that hybridized in three or more trials which narrowed the gene list to 14,317. One-way ANOVA (p<0.01) was performed to find genes that were statistically different between *e1370* and the other two *daf-2* alleles, *m596* and *e1368*. This gene list included 182 genes. 

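The methods' one-way test over the 3 alleles was also run on 18 normalized sample values per probe. With each sample's own channel over the other channel of its array, 353 of 10570 probes had an unadjusted p under 0.01, 1604 had one under 0.05, and 0 passed after Benjamini-Hochberg (smallest adjusted p = 0.284). This form enters each array with both signs, so its values are not independent. With separate channels, 78 probes had an unadjusted p under 0.01, 365 had one under 0.05, and 0 passed (smallest adjusted p = 0.658). Both of these shares are smaller than chance alone gives.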

Raw data have been deposited in the NCBI Gene Expression Omnibus database (http://www.ncbi.nlm.nih.gov/geo/), accession number GSE18601.

## Supporting Information

Table S1 List of genes upregulated in *daf-2*(e1370).
(0.06 MB XLS)

Table S2 Lifespan analysis of *die* gene RNAi knockdown.
(0.03 MB XLS)

Figure S1 Comparison of normoxic and hypoxic lethality. Young adult N2 animals were incubated at 28 degrees in M9 buffer in either an incubator with room air atmosphere (normoxia) or in an incubator with <0.3% oxygen (hypoxia). The % of dead animals was scored after recovery from various incubation times. Each point represents the mean +/− sd of a minimum of two trials with at least 16 animals/trial.
(2.48 MB TIF)

How the deposited data were processed for this re-analysis (not part of the article)

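RNA of L4 larvae of 3 daf-2 alleles, e1370, m596 and e1368, was measured on 9 arrays with 2 dyes each. Of the 18 samples, 6 belong to each allele, and 3 arrays join each pair of alleles. The arrays are named by their pair and number, as in e1370/m596 array 1.

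The deposited scanner tables hold, for each array, the foreground intensity and local background intensity of every spot in both channels as the authors' scanner software gave them, with a flag per spot and no normalization. They also give, as deposited, the percent of saturated pixels of each spot, computed by the scanner software. The tables of the 2 samples of an array are byte-identical, so 9 were read. The flag codes have no legend and their meaning was read from the spots' brightness. The authors' deposited value table gives 1 ratio per spot and sample on a linear scale. Set against the scanner values, its log2 ratio of the 2 samples of an array equals that of the foreground intensities times 1 factor per channel (r from 0.999999 to 1 across spots, which are not independent), without background subtraction (r with it from 0.623 to 0.940), and each spot is divided by its median over the 18 samples. The medians of the table's columns for samples 1 to 6 were 0.951, 1.024, 1.028, 1.004, 0.997 and 1.035 in e1370, 0.966, 0.999, 0.961, 0.967, 0.960 and 0.998 in m596, and 0.996, 0.982, 0.975, 0.971, 1.028 and 1.024 in e1368 (median over the columns 0.9965). How each factor was chosen stays unknown. Across arrays the median log2 Cy5/Cy3 of unflagged spots in this table was 0.07 to 0.88. It was used as an alternative only.

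Of 23232 spots, 742 are controls and 22490 are probes. Probes were named by the sequence name in the scanner tables, of which 21382 matched the reference gene table, and 10303 of the tested probes. Background was corrected by normexp with an offset of 50 on all spots, and log2 Cy5/Cy3 was normalized by loess within each array, with control spots and spots without flag 3 at weight 0. Saturated spots were kept. A probe was tested if it had flag 3 on at least 3 arrays, which left 10570 probes of 9311 genes, of which 871 had several probes. For these the probe with the highest mean log2 intensity gives the gene's value, chosen without its ratio.

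The loop of 3 pairs was fitted with lmFit and eBayes in limma 3.58.1 (R 4.3.3, statmod 1.5.0, data.table 1.17.8), with 3 comparisons and Benjamini-Hochberg adjustment over the tested probes at 0.05. No dye term was in the model, since none of the pairs has both orientations by the labels. The dye term used as an alternative is an intercept of Cy5 over Cy3, which the loop of pairs makes estimable. A channel was taken as well above background where its foreground exceeded the local background by 2 of the background's SD. A probe that was so in none of the 6 samples of an allele is given as a bound, which carries no error and is no strict minimum. Unflagged spots had a median foreground over background of 3.60 to 6.96 in Cy5 and 2.20 to 3.92 in Cy3 across arrays, and the number of arrays limits the precision.

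Named in the text are, by a rule written before the data were examined, the genes of Tables 2, 3 and 4 and of the results text, the 10 genes with the largest e1370 over m596 value in Table S1, for each comparison up to 10 increases and 10 decreases, the largest among those past the threshold with one sign on the 3 direct arrays (or, as fewer than 10 passed, with an unadjusted p under 0.01), and in each list the 4 members with the smallest p for e1370 against m596. The values of the paper's tables had been seen when this rule was written. A part of these genes is printed.

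In all, 38 lists of study, tissue, germline, metabolic and stress genes, with at least 5 measured genes, were tested with cameraPR on the gene values at a preset correlation of 0.01, with adjustment over the lists of a comparison. Of these, 34 had at least 5 members unflagged on all 9 arrays and were also tested by camera with an estimated correlation and by fry.

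The fit was tested on simulated data with each probe's measured SD, drawn independently for each array. Of 67 probes with a log2 effect of 1 between e1370 and m596, 37.3% were called, and 89.6% of 67 with an effect of 2 and 100% of 66 with an effect of 4. Of the unchanged probes 5 were called. In the data the residuals of the fit correlated between arrays at -0.81 to 0.76, so these shares may not hold for them. A simulated dye effect of 3 in 200 probes gave a mean log2 ratio of e1370 over m596 of 3.94 without a dye term and 0.02 with one.

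The alternatives tried cover the background correction, the normalization, the flag filter, the dye term, direct or indirect arrays, the direction of e1370/m596 arrays 1 and 2, each array left out, replicate blocks, separate channels, the methods' one-way test, the value table, the moderation, the list test and the gene value. The scanner tables give no slide or scan date, so no such batch was tested. Experiments on survival, RNA interference and phenotype have no deposited data and are left out.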

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

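The dye tests of the die genes below were chosen after their values were seen, and the search for samples and genes that stand apart followed rules set beforehand.

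In 3 of 33 groups of samples, 1 sample stood far from the other 5, where chance gives about 1 in 20. The median log2 level of spermatogenesis genes was 10.69 in e1370 sample 6 and 8.78 to 9.49 in the other e1370 samples. The median of neuronal genes was 10.55 in e1368 sample 3 and 9.53 to 9.81 in the others of that allele. Both samples were on e1370/e1368 array 3. The median of dauer cuticle genes was 8.95 in m596 sample 1 and 9.62 to 9.96 in the other m596 samples.

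Outside the genes the paper discusses, 5 probes differed between e1370 and m596 at an adjusted p under 0.05 from limma (n = 8 or 9 arrays). The log2 ratio of e1370 over m596 was -3.45 for pghm-1 (Y71G12B.4), -5.94 for F53H1.3, -3.81 for W01A8.6, -4.01 for a probe of chtl-1 (F35C8.7b) and 2.40 for spig-10 (C33G8.4). With e1370/m596 array 1 turned the ratios of pghm-1, F53H1.3, W01A8.6 and spig-10 were -2.15, -3.52, -1.94 and 1.6, with none passing, and with a dye term those of all 5, in the order above, were 0.48, -0.08, -0.01, 0.17 and -0.23. Each of the 5 had one sign on every array that measured it, whichever alleles the array held.

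In 8 of the 9 measured die genes of Table 2, log2 Cy5/Cy3 was below 0 on every array. The median ratio on the direct arrays was -2.68 for e1370 over m596, -2.95 for e1370 over e1368 and -2.56 for e1368 over m596, where the last 2 would sum to the first if the alleles alone made them. A lower transcript in e1370 than in m596 as the whole cause is argued against by the fit with a dye term, where the median log2 ratio of these 8 genes was 0.45 (-0.23 to 1.28, median standard error 0.85) and not -3.57 (-3.14 with 2 genes at their bound). The same fit put the median dye effect at -2.99 (-4.19 to -2.05), below 0 by 2 standard errors in all 8 genes, and within e1368 the Cy5 samples were lower than the Cy3 samples by a median log2 difference of -2.56, so a dye effect of these genes' own may account for the ratios. Over 10088 probes the dye effect passed an adjusted p under 0.05 from limma for 0. At an unadjusted p under 0.05 there were 190, a smaller share than chance alone gives. The loop would misplace the dye effect if the arrays that resemble each other are 1 hybridization, as weighed among the other observations. A smaller difference between the alleles stays open, as does acdh-2, whose ratio was not of one sign.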

How the results depend on the processing

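The settings that leave out or keep 1 of the 3 arrays that resemble each other, turn e1370/m596 array 2, or apply a rank test to the authors' value table were chosen after the data were seen, and the others before. Values given without a setting are 9 probes called for e1370 against m596, 0 for each other comparison, 361 probes with an unadjusted p under 0.01 for e1370 against m596 or e1368, 114 genes of Table S1 above 0 over m596 with 5 at that p and 0 past the adjusted one, 9 die genes below 0 with 9 at that p and 4 past the adjusted one, 115 genes of Table S1 with a larger increase over m596, 29 genes in the order of the allelic series, 10, 11 and 11 lists, and 0 probes with a dye effect. Below, S1 genes and die genes are counted against m596, and a count that is not given stayed within 1.5 times its value. The causes of these changes were not tested.

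Without background correction, 9 S1 genes had an unadjusted p under 0.01 and 1 probe had a dye effect. A dye effect also passed for 3 probes with the background subtracted, 1 with median centring and 3 with scaling between arrays. Print-tip loess called 4 probes and 2 die genes, with 3 dye effects. Without a flag filter, 900 probes and 15 S1 genes had that p, 1 S1 gene and 7 die genes passed, 7 lists passed for e1368 against m596 and 1 probe had a dye effect. Among probes unflagged on all 9 arrays, fewer of which were tested, 105 probes, 1 S1 gene and 5 die genes had that p, 60 S1 genes were above 0, 5 die genes below 0, 63 S1 genes had a larger increase over m596, 19 genes were in the order and 1 probe had a dye effect.

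With a dye intercept, 0 probes, 0 S1 genes and 0 die genes passed, 33 probes, 0 S1 genes and 0 die genes had an unadjusted p under 0.01, 3 die genes were below 0 and 7 lists passed for e1368 against m596. The log2 ratio of e1370 over m596 reversed to 1.28 for F36F2.3, 0.39 for T22C1.8, 0.52 for F54D11.3, 0.48 for Y71G12B.4 (pghm-1) and -0.23 for C33G8.4 (spig-10). Direct arrays alone called 0 probes for e1370 against m596, 10 against e1368 and 2 for e1368 against m596, with 0 S1 genes at that p, 0 die genes passed and 44 genes in the order. The indirect arrays called 21 probes and 8 die genes, with 2 S1 genes at that p, 68 genes in the order and 5 lists for e1368 against m596. Turning e1370/m596 array 1 gave the following: 0 probes and 0 die genes passed, 66 probes, 0 S1 genes and 0 die genes had that p, and 5 lists passed for e1368 against m596. After the turn of e1370/m596 array 2, 328 probes passed against m596 and 1 against e1368, with 1062 probes and 9 S1 genes at that p, 3 S1 genes passed and 2 die genes passed.

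Leaving out 1 array at a time gave 0 to 207 probes called for e1370 against m596, 0 to 2 against e1368, 175 to 1005 at an unadjusted p under 0.01, 0 to 3 S1 genes past the adjusted p, 3 to 10 at the unadjusted one, 0 to 8 die genes past the adjusted p, 7 to 15 lists for e1370 against e1368, 3 to 17 for e1368 against m596 and 0 to 2 dye effects. The highest number of probes, 207, and of die genes, 8, came without e1370/m596 array 2. Without e1370/m596 array 3, 5 probes and 1 die gene passed, and without any of the other 7 arrays 0 did. The 2 probes against e1368 came without e1368/m596 array 2.

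Whether the numbered sets pair the samples stays open. The residuals of the arrays of set 1 correlated at 0.65, 0.15 and 0.33, those of set 2 at -0.39, -0.23 and 0.01, and those of set 3 at 0.76, -0.68 and -0.44 across probes, which are not independent. Taken as a replicate block, the sets gave 0 probes for e1370 against m596, 1 against e1368, 213 at an unadjusted p under 0.01 and 0 die genes passed. Separate channels with the array as a random block called 27 and 25 probes, with 604 probes and 12 S1 genes at that p, 1 S1 gene and 8 die genes passed. Without that block 5 probes passed and 156 had that p, and with a replicate block 0 probes and 0 die genes passed and 197 had that p. The methods' one-way test passed 0 die genes in both forms, and with separate channels 78 probes had that p. The authors' value table called 4489 probes, with 3478 probes and 111 S1 genes at that p, 119 S1 genes and 8 die genes passed and 14 genes in the order. The rank test on that table gave 184 probes and 146 S1 genes at that p, 10 genes in the order and 0 die genes passed.

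Without the 3 arrays that resemble each other, 0 probes and 0 die genes passed, 2 S1 genes had an unadjusted p under 0.01 and 47 genes were in the order. Keeping only the e1370/m596 one gave 0 probes, 0 die genes, 3 S1 genes and 46 in the order. Keeping only the e1370/e1368 one gave 0 probes against m596, 15 against e1368, 0 die genes and 2 S1 genes, and keeping only the e1368/m596 one 0 probes, 0 die genes and 3 S1 genes. Without the 3 and with a dye intercept, 0 probes and 0 die genes passed, 126 probes, 0 S1 genes and 0 die genes had that p, 3 die genes were below 0 and 75 S1 genes had a larger increase over m596. F36F2.3 reversed to 2.01, T22C1.8 to 0.93, F54D11.3 to 0.78, F53H1.3 to 0.23, Y71G12B.4 to 1.21 and C33G8.4 to -0.12. Camera with an estimated correlation called 1, 1 and 2 lists, and fry 1, 0 and 0, with 5, 2 and 2 of 34 lists at an unadjusted p under 0.05. Of 186 log2 ratios of named genes, 183 counted as the same with an intensity trend and robust prior, 184 with median centring and 108 with a dye intercept. A ratio that passed counts as the same if it kept its sign and passed again. A ratio that had not passed counts as the same if it again did not pass and moved by at most the gene's SD between arrays, whatever its sign. No slide or scan date is in the scanner tables, so that alternative was not run. Foreground over background limits the dimmer channel, Cy3, to a median of 3.05 across arrays.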

Differences from the paper's values

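The rank test on the authors' value table, the settings that leave out or keep 1 of the 3 similar arrays (e1370/m596 array 3, e1370/e1368 array 3 and e1368/m596 array 2) and the turn of e1370/m596 array 2 were chosen after the values were seen, and the other settings before the data were examined. Ratios are given as the paper gives them, as a fold with a minus sign for a decrease, and compared with the limma loop fit, its bound where an allele was not well above background. A fold counts as different when its sign is opposite or its log2 differs from the paper's by more than the gene's moderated SD between arrays in the limma fit, a bound when it is more than 1.5 times the paper's fold, and a count when one is more than 1.5 times the other. The fold of e1370 over m596 differed by these limits for 20 of 26 values, 2 of them opposite in sign, that over e1368 for 8 of 26, 3 of them opposite, and that of e1368 over m596 for 5 of 24, 2 of them opposite. For nearly all, the authors' value table, planned beforehand, gave a value within the paper's, as did the rank test on its values, added later, for all but the 2 bounds. The exceptions in the value table are C14A4.8 over m596 and C09G4.5 between e1368 and m596, and the 2 bounds, F58D2.1 and T04A11.6 over m596, were not compared under another setting.

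The paper's fold of F36F2.3 over m596 is -6.0 and the fit gave -18.6, and 6 planned settings came within the limits: direct arrays only, e1370/m596 array 1 turned, separate channels without replicate block, separate channels with replicate block, the methods' one-way test on separate channels, the value table (and, added later, of the 3 only e1370/m596 array 3 kept, e1370/m596 array 2 turned), with 23 that did not. ZK262.8 stands at -3.6 over m596 in the paper and at -8.80 here, and 7 planned settings came within the limits: no background correction, direct arrays only, e1370/m596 array 1 turned, separate channels without replicate block, separate channels with replicate block, the methods' one-way test on separate channels, the value table (and, added later, the 3 similar arrays left out, of the 3 only e1370/m596 array 3 kept, e1370/m596 array 2 turned), with 22 that did not. For T22C1.8 over m596, -5.2 is the paper's fold and -17.5 that of the fit, and 6 planned settings came within the limits: direct arrays only, e1370/m596 array 1 turned, separate channels without replicate block, separate channels with replicate block, the methods' one-way test on separate channels, the value table (and, added later, e1370/m596 array 2 turned), with 23 that did not. At F54D11.3, the paper gives -7.1 over m596 against -33.5 here, and 6 planned settings came within the limits: direct arrays only, e1370/m596 array 1 turned, separate channels without replicate block, separate channels with replicate block, the methods' one-way test on separate channels, the value table (and, added later, e1370/m596 array 2 turned), with 23 that did not. For F58D2.1 the paper's fold over m596 is -2.2 and the bound is -3.31. Fitted values of other settings were not compared with the bound, among them a log2 ratio of -1.97 with e1370/m596 array 1 turned and of -0.23 with a dye intercept. The paper's fold of acdh-2 (C17C3.12) over m596 is -2.4 and the fit gave -6.71, and 14 planned settings came within the limits: no background correction, loess and scaling between arrays, no flag filter, dye intercept, direct arrays only, e1370/m596 array 1 turned, separate channels in a random block, separate channels without replicate block, separate channels with replicate block, the methods' one-way test on separate channels, the value table, without e1370/m596 array 3, without e1370/e1368 array 3, without e1368/m596 array 2 (and, added later, the 3 similar arrays left out, of the 3 only e1370/m596 array 3 kept, of the 3 only e1370/e1368 array 3 kept, of the 3 only e1368/m596 array 2 kept, the 3 similar arrays left out with a dye intercept), with 14 that did not. akt-2 (F28H6.1) stands at -2.7 over m596 in the paper and at -5.88 here, and 8 planned settings came within the limits: no background correction, direct arrays only, e1370/m596 array 1 turned, separate channels without replicate block, separate channels with replicate block, the methods' one-way test on separate channels, the value table, mean over the gene's probes (and, added later, e1370/m596 array 2 turned), with 21 that did not. For F54G2.1 over m596, -2.5 is the paper's fold and -8.84 that of the fit, and 3 planned settings came within the limits: direct arrays only, e1370/m596 array 1 turned, the value table (and, added later, e1370/m596 array 2 turned), with 25 that did not. For him-6 (T04A11.6) the paper's fold over m596 is -2.9 and the bound is -5.54. Fitted values of other settings were not compared with the bound, among them a log2 ratio of -1.01 with e1370/m596 array 1 turned and of -0.09 with a dye intercept. At hsp-90 (C47E8.5), the paper gives 2.06 over m596 against 1.13 here, and of the planned settings only the value table came within the limits, with 28 that did not. The paper's fold of eef-1G (F17C11.9) over m596 is 2.2 and the fit gave 1.19, and of the planned settings only the value table came within the limits, with 28 that did not. Y57E12AL.6 stands at 2.79 over m596 in the paper and at 1.21 here, and of the planned settings only the value table came within the limits, with 28 that did not. For Y81G3A.1 over m596, 3.1 is the paper's fold and 1.83 that of the fit, and 11 planned settings came within the limits: background subtracted, median centring only, indirect arrays only, separate channels in a random block, separate channels without replicate block, separate channels with replicate block, the methods' one-way test on own over other channel, the methods' one-way test on separate channels, the value table, without e1370/m596 array 2, without e1370/e1368 array 1 (and, added later, e1370/m596 array 2 turned), with 18 that did not. At pud-2.1 (F15E11.1), the paper gives 1.41 over m596 against -1.14 here, and 2 planned settings came within the limits: the value table, without e1370/e1368 array 3 (and, added later, the 3 similar arrays left out, of the 3 only e1368/m596 array 2 kept), with 27 that did not. The paper's fold of nex-1 (ZC155.1) over m596 is 2.71 and the fit gave 1.29, and of the planned settings only the value table came within the limits, with 28 that did not. C14A4.8 stands at 2.45 over m596 in the paper and at 1.79 here, and 12 planned settings came within the limits: no background correction, background subtracted, median centring only, dye intercept, direct arrays only, replicate block of numbered sets, separate channels with replicate block, the methods' one-way test on own over other channel, without e1370/m596 array 1, without e1370/e1368 array 1, without e1370/e1368 array 3, without e1368/m596 array 2 (and, added later, of the 3 only e1370/m596 array 3 kept), with 16 that did not. For pals-23 (C29F9.3) over m596, 3.09 is the paper's fold and 1.78 that of the fit, and 8 planned settings came within the limits: background subtracted, indirect arrays only, separate channels without replicate block, separate channels with replicate block, the methods' one-way test on own over other channel, the methods' one-way test on separate channels, the value table, without e1370/m596 array 2 (and, added later, e1370/m596 array 2 turned), with 21 that did not. At ensa-1 (K10C3.2), the paper gives 2.86 over m596 against 1.37 here, and of the planned settings only the value table came within the limits, with 28 that did not. The paper's fold of exoc-7 (C43E11.8) over m596 is 3.09 and the fit gave 1.41, and of the planned settings only the value table came within the limits, with 28 that did not. mes-6 (C09G4.5) stands at 1.76 over m596 in the paper and at -1.39 here, and of the planned settings only the value table came within the limits, with 28 that did not.

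For Y69A2AR.23 over e1368, 2.17 is the paper's fold and 1.42 that of the fit, and 2 planned settings came within the limits: the methods' one-way test on own over other channel, the value table, with 26 that did not. At hsp-90 (C47E8.5), the paper gives 1.48 over e1368 against -1.02 here, and of the planned settings only the value table came within the limits, with 28 that did not. The paper's fold of eef-1G (F17C11.9) over e1368 is 1.6 and the fit gave 1.11, and of the planned settings only the value table came within the limits (and, added later, the 3 similar arrays left out with a dye intercept), with 28 that did not. Y57E12AL.6 stands at 1.75 over e1368 in the paper and at -1.03 here, and of the planned settings only the value table came within the limits, with 28 that did not. For nex-1 (ZC155.1) over e1368, 2.05 is the paper's fold and 1.27 that of the fit, and of the planned settings only the value table came within the limits, with 28 that did not. At ensa-1 (K10C3.2), the paper gives 2.1 over e1368 against 1.27 here, and of the planned settings only the value table came within the limits, with 28 that did not. The paper's fold of exoc-7 (C43E11.8) over e1368 is 2.14 and the fit gave 1.19, and of the planned settings only the value table came within the limits, with 28 that did not. mes-6 (C09G4.5) stands at 1.56 over e1368 in the paper and at -1.09 here, and 7 planned settings came within the limits: dye intercept, indirect arrays only, separate channels without replicate block, separate channels with replicate block, the methods' one-way test on separate channels, the value table, mean over the gene's probes (and, added later, of the 3 only e1368/m596 array 2 kept, the 3 similar arrays left out with a dye intercept), with 22 that did not.

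For F58D2.1 in e1368 over m596, -1.5 is the paper's fold and -2.57 that of the fit, and 11 planned settings came within the limits: no background correction, print-tip loess, no flag filter, e1370/m596 array 1 turned, separate channels in a random block, separate channels without replicate block, the methods' one-way test on separate channels, the value table, without e1368/m596 array 1, without e1368/m596 array 2, without e1368/m596 array 3 (and, added later, the 3 similar arrays left out, of the 3 only e1370/m596 array 3 kept, of the 3 only e1370/e1368 array 3 kept), with 17 that did not. At ctl-3 (Y54G11A.13), the paper gives 1.38 in e1368 over m596 against -1.03 here, and 9 planned settings came within the limits: print-tip loess, direct arrays only, e1370/m596 array 1 turned, the value table, mean over the gene's probes, without e1370/m596 array 1, without e1370/m596 array 2, without e1370/e1368 array 3, without e1368/m596 array 3, with 20 that did not. The paper's fold of eef-1G (F17C11.9) in e1368 over m596 is 1.37 and the fit gave 1.07, and 9 planned settings came within the limits: median centring only, dye intercept, indirect arrays only, separate channels without replicate block, separate channels with replicate block, the methods' one-way test on own over other channel, the methods' one-way test on separate channels, the value table, without e1368/m596 array 3 (and, added later, the 3 similar arrays left out with a dye intercept), with 20 that did not. nex-1 (ZC155.1) stands at 1.32 in e1368 over m596 in the paper and at 1.01 here, and 10 planned settings came within the limits: median centring only, print-tip loess, direct arrays only, separate channels in a random block, separate channels without replicate block, separate channels with replicate block, the methods' one-way test on separate channels, the value table, without e1370/e1368 array 1, without e1368/m596 array 1, with 19 that did not. For mes-6 (C09G4.5) in e1368 over m596, 1.13 is the paper's fold and -1.27 that of the fit, and 2 planned settings came within the limits: dye intercept, indirect arrays only, with 27 that did not.

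The paper lists 182 genes at an unadjusted p under 0.01 from a one-way test over the 3 alleles on 14317 genes. The fit gave 361 of 10570 probes with that p in either of 2 comparisons, so the tests behind these counts are unlike. Within the limits were 9 planned settings (direct arrays only, replicate block of numbered sets, separate channels without and with replicate block, and without e1370/m596 array 1, e1370/m596 array 3, e1370/e1368 array 1, e1370/e1368 array 2 or e1368/m596 array 1), with 19 beyond them. Of those lower in e1370 the paper has 10 and the fit 202, and none of 28 planned settings came within the limits. Both counts were also reached by settings added after the values were seen, the first by 126 probes without the similar arrays with a dye intercept, in which 0 genes of Table S1 were higher and 0 die genes lower than in m596 at that p. The rank test on the value table reached both. It gave 184 probes, of which 181 are among the 183 genes of Tables S1, 2 and 3, and 2 genes of these tables were not among its probes. The paper finds 6 genes in the order of the allelic series, the fit 29 of the 156 measured, and none of 29 planned settings and no added one came within the limits.

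In the value table, all 172 ratios of Table S1 were met within 1%, and 146 of the 172 p-values within 2.0e-04 by the rank test. The values that Table 3 gives for T26H5.1 correspond to another probe, T26H5.2, and the ratio of C17C3.12 between e1368 and m596 has opposite signs in Tables 2 and 3. The paper places acdh-2 in the order of the allelic series, while its 3 probes stood at a log2 ratio of -0.31, 0.03 and 0.26 for e1368 over m596 with standard errors of 0.67 to 0.81, which do not order these 2 alleles. It states that ctl-3 is increased in e1370, where the brightest probe was at 0.43 over m596 and another at -0.11, and that akt-2 is lower than in both other alleles, where the brightest probe was at -2.56 over m596 and -0.73 over e1368 and the others at 0.37 and 0.35 over e1368.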

Other observations

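The tests of the value table, of its channel difference and of the arrays that resemble each other were chosen after the values were seen, as was the count over all splits, and the counts over 100 drawn splits of the samples were set beforehand.

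UDP-glucuronosyltransferase genes, whose enzymes conjugate lipophilic compounds, were lower in e1370 than in e1368. Of 34 measured genes 29 were below 0 (median log2 ratio -0.47, camera adjusted p = 1.2e-06, and 3.9e-06 with an estimated correlation, fry adjusted p = 0.317), and the list was lower in 33 of 33 settings. It passed with a dye term (adjusted p = 0.0012) and with e1370/m596 array 1 turned (adjusted p = 4.2e-05). ugt-26 was at -2.49 ± 0.38 (n = 6 arrays, adjusted p = 0.36 from limma) and ugt-46 at -0.77 ± 0.24 (n = 9, adjusted p = 0.55). No gene passed over all probes and 2 fell when adjusted over the list alone. In e1368 over m596 the list was higher (21 of 34, median 0.21, adjusted p = 0.0018, and 0.0072 with an estimated correlation, fry adjusted p = 0.851, median 0.13 without 2 genes at background). With a dye term it did not pass (camera adjusted p = 0.202), though its median was 0.16. This comparison shares the e1368 samples.

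Germline genes were shifted up in e1370 by camera at a preset correlation only. Of 39 oocyte and germline genes, 33 were above 0 over e1368 (median 0.53, or 0.51 with 1 gene at its bound, camera adjusted p = 6.8e-12) and 35 over m596 (median 0.47, or 0.41 with 3 at their bound, adjusted p = 5.3e-07). Neither held with an estimated correlation (adjusted p = 0.203 and 0.516) or by fry (adjusted p = 0.669 and 0.564). After turning array 1 of e1370/m596 the list was higher over e1368 (adjusted p = 6.8e-04) and not over m596 (adjusted p = 0.065, downward). puf-11, of the Pumilio family, was at 1.02 ± 0.34 over m596 (n = 9 arrays), with its other probes at 1.36 and 0.98. None passed over all probes, and 1 rose over e1368 when adjusted over the list alone. Of 26 measured targets of DAF-16, 18 were above 0 over e1368 (median 0.31, adjusted p = 0.0023, and 0.895 with an estimated correlation), 7 rose when adjusted over the list alone, and none passed over all probes. Those with the largest ratios over e1368 included the metallothionein gene mtl-1 at 2.22 ± 0.57, sod-3 at 1.78 ± 0.56 and dod-3 at 1.85 ± 0.54 (n = 9 arrays), and lys-7 at 1.83 ± 0.56 (n = 8). With a dye term the list had an adjusted p of 0.864, and with array 1 turned 3.9e-06. Its median was 0.08, 0.50 and 1.09 on e1370/e1368 arrays 1, 2 and 3. It was 0.86 on e1370/m596 array 3 and 0.72 on e1368/m596 array 2, the arrays that resemble array 3 of that pair. All 6 vitellogenin genes were below 0 over e1368 (median -0.78, adjusted p = 0.0492, and 0.895 with an estimated correlation). None passed over all probes or over the list alone. Their median was 0.29, -0.30 and -1.73 on e1370/e1368 arrays 1, 2 and 3. The arrays that resemble array 3 of that pair, e1370/m596 array 3 and e1368/m596 array 2, had medians of -1.49 and -1.54. The decrease is thus not told apart from what these similar arrays share. The stage of the larvae within L4 was not measured.

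Splits that exchange the 2 samples of some arrays (100 of 256 possible) test whether chance gives as large a result. For the 9 probes called between e1370 and m596, 1 of 100 splits, the real one, gave as many, and the highest other gave 3. That draw did not hold the exchange of e1370/m596 array 2 alone, so all 256 were run after its values were seen: 4 gave as many, the real one included, and the others gave 17, 328 and 426. That share, 1.6%, would exclude chance for that count if every array could be exchanged on its own. If the 3 arrays that resemble each other are 1 hybridization, they can only be exchanged together. Fewer splits then remain, with all 4 among them, so the share is larger and chance cannot be excluded. The 3 splits that exceed the count all exchange e1370/m596 array 2, whose direction is not settled. The highest also exchanges the 3 similar arrays, so the count does not show that the labels are the right split. The real split is also the one in which the dyes run one way on every array, so this does not separate dye from allele. For the 0 probes of each other comparison all 100 splits gave as many, the highest other 18 against e1368 and 113 between e1368 and m596. For the 361 probes at an unadjusted p under 0.01, 15 gave as many, the highest 840, and 41 of all 256, the highest 1303, and chance cannot be excluded. Over all 256 the highest were 132 against e1368 and 119 between e1368 and m596. The counts of 328, 426 and 1303 all come from splits that exchange e1370/m596 array 2. A wrong direction of that array and a structure among the arrays other than the alleles are therefore not told apart. For the list tests, 56, 36 and 30 splits gave as many as the real 10, 11 and 11, the highest 16, 16 and 20, and 152, 86 and 75 of all 256, so chance cannot be excluded for the number of lists called.

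In the authors' value table the median log2 ratio of e1370 over m596 was 0.93 in Table S1, and in 8600 draws of other probes matched on intensity it was 0.40, with 82.4% above 0. A channel difference left in that table may account for part of the increase: 0.40 lies between the 2 limits set for it as shares of 0.93, so it cannot be told apart from a higher transcript. Within e1368, where a dye difference and no allele difference is expected, the list's median difference of Cy5 over Cy3 was 0.13, and in matched probes 0.39. The prediction for a higher transcript as the whole cause was thereby met. A control was then added, its rule set before its own result was seen, which relabeled the alleles within each dye 100 times and chose probes as the study did. It gave 24 to 1074 probes, 52 of 100 with as many as the real 172, and 8 of 100 with a ratio of the within-e1368 to the e1370 over m596 value as low as the real 0.137 (5th percentile 0.099, median 0.351), so the choice of probes alone gives such a value and the test decides nothing. After loess the median was 0.22, and 0.36 with a dye term.

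The log ratios of e1370/m596 array 3, e1370/e1368 array 3 and e1368/m596 array 2 correlated at 0.850 to 0.912 across probes, which are not independent, and those of all other pairs of arrays at -0.470 to 0.736. Differences between the alleles are argued against, as e1370 over m596 should equal the sum of the other 2 and the SD of that sum's error was 2.03 times the SD of the difference of 2 of these arrays (0.99 to 1.45 in 8 other triples of arrays, 5823 probes). The local background of these arrays in Cy3 correlated at 0.273 to 0.292, in other pairs at most 0.077, and their bad spots at 0.341 to 0.475, in others at most 0.233. A single hybridization, or a single pair of RNAs, may stand under 3 pairs of alleles, but these values do not decide it. The limit set asked only for a background correlation above that of all other pairs, which anything else shared by these arrays could also meet. The 3 are not copies of a single scan, as they had 7095, 6071 and 7412 unflagged probes. No value tells which of these holds, and which pair the RNAs belong to is not known. Without the 3, with a dye term, F36F2.3 was at 2.01 over m596.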
